# CHD7 regulates bone-fat balance by suppressing PPAR-γ signaling

**DOI:** 10.1038/s41467-022-29633-6

**Published:** 2022-04-13

**Authors:** Caojie Liu, Qiuchan Xiong, Qiwen Li, Weimin Lin, Shuang Jiang, Danting Zhang, Yuan Wang, Xiaobo Duan, Ping Gong, Ning Kang

**Keywords:** Stem-cell differentiation, Diseases, Mesenchymal stem cells

## Abstract

Chromodomain helicase DNA-binding protein 7 (CHD7), an ATP-dependent eukaryotic chromatin remodeling enzyme, is essential for the development of organs. The mutation of *CHD7* is the main cause of CHARGE syndrome, but its function and mechanism in skeletal system remain unclear. Here, we show conditional knockout of *Chd7* in bone marrow mesenchymal stem cells (MSCs) and preosteoblasts leads to a pathological phenotype manifested as low bone mass and severely high marrow adiposity. Mechanistically, we identify enhancement of the peroxisome proliferator-activated receptor (PPAR) signaling in *Chd7*-deficient MSCs. Loss of *Chd7* reduces the restriction of PPAR-γ and then PPAR-γ associates with trimethylated histone H3 at lysine 4 (H3K4me3), which subsequently activates the transcription of downstream adipogenic genes and disrupts the balance between osteogenic and adipogenic differentiation. Our data illustrate the pathological manifestations of *Chd7* mutation in MSCs and reveal an epigenetic mechanism in skeletal health and diseases.

## Abstract (web summary)

CHD7 is chromatin remodeler and mutations of CHD7 are the main cause of CHARGE syndrome. Here the authors show that conditional knockout of Chd7 in bone marrow mesenchymal stem cells (MSCs) and pre-osteoblasts leads to a skeletal system development disorder in mice and upregulated PPAR signaling, disrupting the balance between osteogenic and adipogenic differentiation.

## Introduction

As the common progenitors for osteoblasts and adipocytes, bone marrow mesenchymal stem cells (MSCs) show strict control of cell fate decisions to maintain the balance between osteogenic and adipogenic differentiation to ensure the health of the skeletal system^1,2^. Characterized by low bone mass and extensive marrow adipose tissue (MAT) accumulation, senile osteoporosis in elderly patients leads to a series of complications, e.g., increasing bone fragility and susceptibility to fracture^3–5^. Bone marrow MSCs preferentially differentiate into adipocytes under senility or pathological stimuli, e.g., hormone disorders, leading to increased MAT and progressive bone loss^1,3,6^. Unfortunately, the precise mechanism by which MSC lineage allocation favors adipogenic differentiation toward osteogenic differentiation remains to be explored.

As typical ATP-dependent eukaryotic chromatin remodeling enzymes, the members of the chromodomain helicase DNA-binding protein (CHD) superfamily interrupt the interaction between DNA and chromatin by translocating nucleosomes along the DNA strand^7,8^. The CHD family is essential for the expression of normal genes and the maintenance of dynamic chromatin structure via their ability to activate or suppress specific histone markers^9,10^. Hence, the CHD superfamily is critical for the maintenance and proliferation of stem cells, in addition to cell differentiation and cell fate decisions^11,12^.

As one of the most researched members of the CHD family, CHD7 is widely expressed in various tissues and plays a critical role in the development of organs^10,12^. Mutation of *CHD7* is the main cause of CHARGE syndrome, a kind of developmental disorder involving multiple organ system defects, characterized as coloboma of the eye, heart defects, atresia of the choanae, retarded growth, genital anomalies, ear malformations and deafness^13–15^. The acronym of these six major manifestations was defined as CHARGE syndrome in 1981^16^.

As previously indicated, CHD7 is an ATP-dependent chromatin remodeling enzyme that regulates the location of nucleosomes and alters DNA accessibility^17,18^. According to previous studies, one of the main functions of the CHD family is binding to methylated histone residues and promoting methylated histone H3 at lysine 4 (H3K4me) interactions^8,19^. Previously found by chromatin immunoprecipitation (ChIP), CHD7 recruitment was strongly linked to histone modification, e.g., colocalization with H3K4me1 at the enhancer subregion and with H3K4me3 at the promoters of the transcription initiation site^20^.

We previously showed that CHD7 could promote the osteogenic differentiation of human bone MSCs by interacting with SMAD1 and binding to the enhancer region of *SP7*^21^. In this work, we generated *Chd7* conditional knockout mice and unveiled the essential role of CHD7 in MSC fate decisions by suppressing the peroxisome proliferator-activated receptor gamma (PPAR-γ) signaling pathway. Such findings might provide insight into the pivotal regulatory role of CHD7 in bone development and diseases, as well as a probable clinical therapeutic strategy.

## Results

### Deletion of *Chd7* in MSCs leads to skeletal development disorder

To investigate the potential role of CHD7 in skeletal development, we examined the expression of CHD7 in mouse femurs. Immunohistochemical (IHC) staining showed that CHD7 was prevalently expressed in the nuclei of bone cells and bone marrow in both primary and secondary ossification centers but marginally expressed in chondrocytes of the growth plate (Supplementary Fig. 1a). Immunofluorescence (IF) staining images showed the same trend (Supplementary Fig. 1b).

Next, we generated *Chd7* flox (*Chd7*^*fl/+*^) mice via the CRISPR/Cas9 technique and then mated them with *Prx1-cre* transgenic mice to generate conditional homozygous *Chd7* knockout mice, *Prx1-cre;Chd7*^*fl/fl*^^3,22–27^ (Supplementary Fig. 1c, d). The birth status and the gender ratio of the pups were basically consistent with Mendelian law. *Prx1-cre;Chd7*^*fl/fl*^ mice were viable, although with a relatively lower survival rate (Supplementary Fig. 1e). The *Prx1-cre;Chd7*^*fl/fl*^ mice had a smaller size, a lighter weight, and delayed growth features compared to their *Chd7*^*fl/fl*^ control littermates at 4 weeks after birth (Fig. 1a, Supplementary Fig. 1f). The IHC and IF staining images of the *Prx1-cre;Chd7*^*fl/fl*^ mice confirmed the successful deletion of *Chd7* in MSCs (Supplementary Fig. 1a, b).

**Fig. 1:**
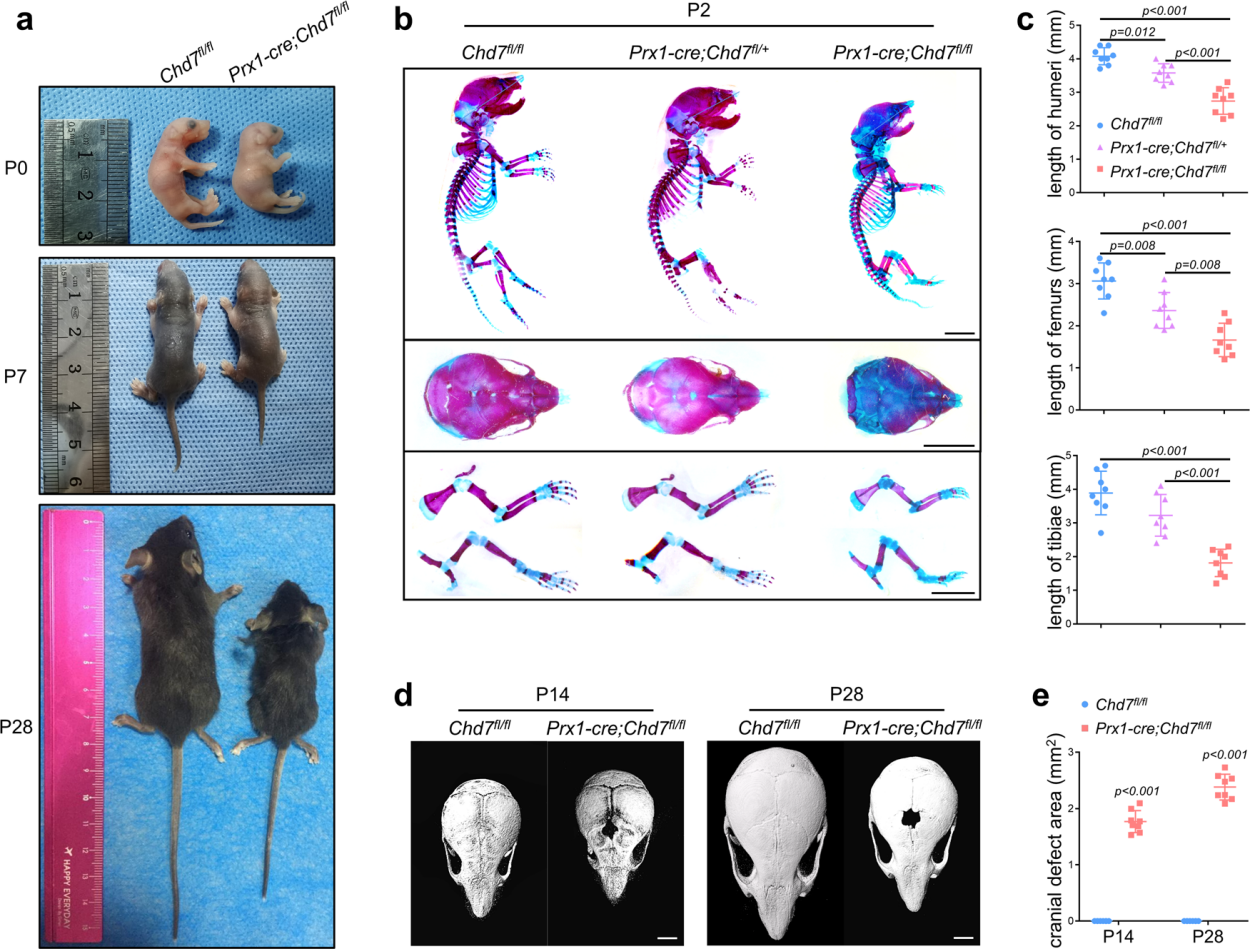
Deletion of *Chd7* in MSCs leads to skeletal development disorder. **a** Representative images of the *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice at postnatal day 0, day 7, and day 28. **b** Alizarin red/Alcian blue whole-mount skeletal staining images of the *Chd7*^*fl/fl*^, *Prx1-cre;Chd7*^*fl/+*^, and *Prx1-cre;Chd7*^*fl/fl*^ pups at postnatal day 2. Compared to the control littermates, The *Prx1-cre;Chd7*^*fl/fl*^ pups had shorter forelimbs and hindlimbs and a lower degree of mineralization in the cranial and maxillofacial bone. Scale bar, 5 mm. **c** Quantification of (**b**), including the length of humeri, femurs, and tibiae of the mice at postnatal day 2 (*n* = 8). **d** Representative reconstructed microCT images of skulls of the 2-week-old and 4-week-old *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice. The skulls of *Prx1-cre;Chd7*^*fl/fl*^ mice showed nonclosure of fontanels. Scale bar, 2 mm. **e** Quantification of (**d**), cranial defect area calculated by ImageJ (*n* = 8). Data are shown as the mean ± S.D.; *p* value by two-tailed for independent sample tests or one-way ANOVA with Tukey’s post hoc tests for multiple comparisons.

We conducted whole-mount skeletal staining on pups 2 days after birth and observed that the skeletal development of *Prx1-cre;Chd7*^*fl/fl*^ pups is significantly delayed compared with that of *Chd7*^*fl/fl*^ littermates, with shorter forelimbs and hindlimbs and a lower degree of mineralization in the cranial and maxillofacial bone (Fig. 1b, c). The skulls of 2-week-old and 4-week-old mice were harvested and scanned by microcomputed tomography (microCT). The reconstructed images showed nonclosure of fontanels in the *Prx1-cre;Chd7*^*fl/fl*^ mice, indicating that knockout of *Chd7* in MSCs leads to cranial bone hypoplasia (Fig. 1d, e).

### Deletion of *Chd7* in MSCs leads to low bone mass and high marrow adiposity

MicroCT analysis of distal femur metaphysis indicated that bone mineral density (BMD) and bone volume/tissue volume ratio (BV/TV) were significantly reduced in both male and female *Prx1-cre;Chd7*^*fl/fl*^ mice compared to their *Chd7*^*fl/fl*^ littermates at 4 weeks of age. In addition, *Chd7* deletion impaired the trabecular number (Tb.N), the trabecular thickness (Tb.Th) and the midshaft cortical thickness (Ct.Th), while elevating the trabecular separation (Tb.Sp) (Fig. 2a, b).

**Fig. 2:**
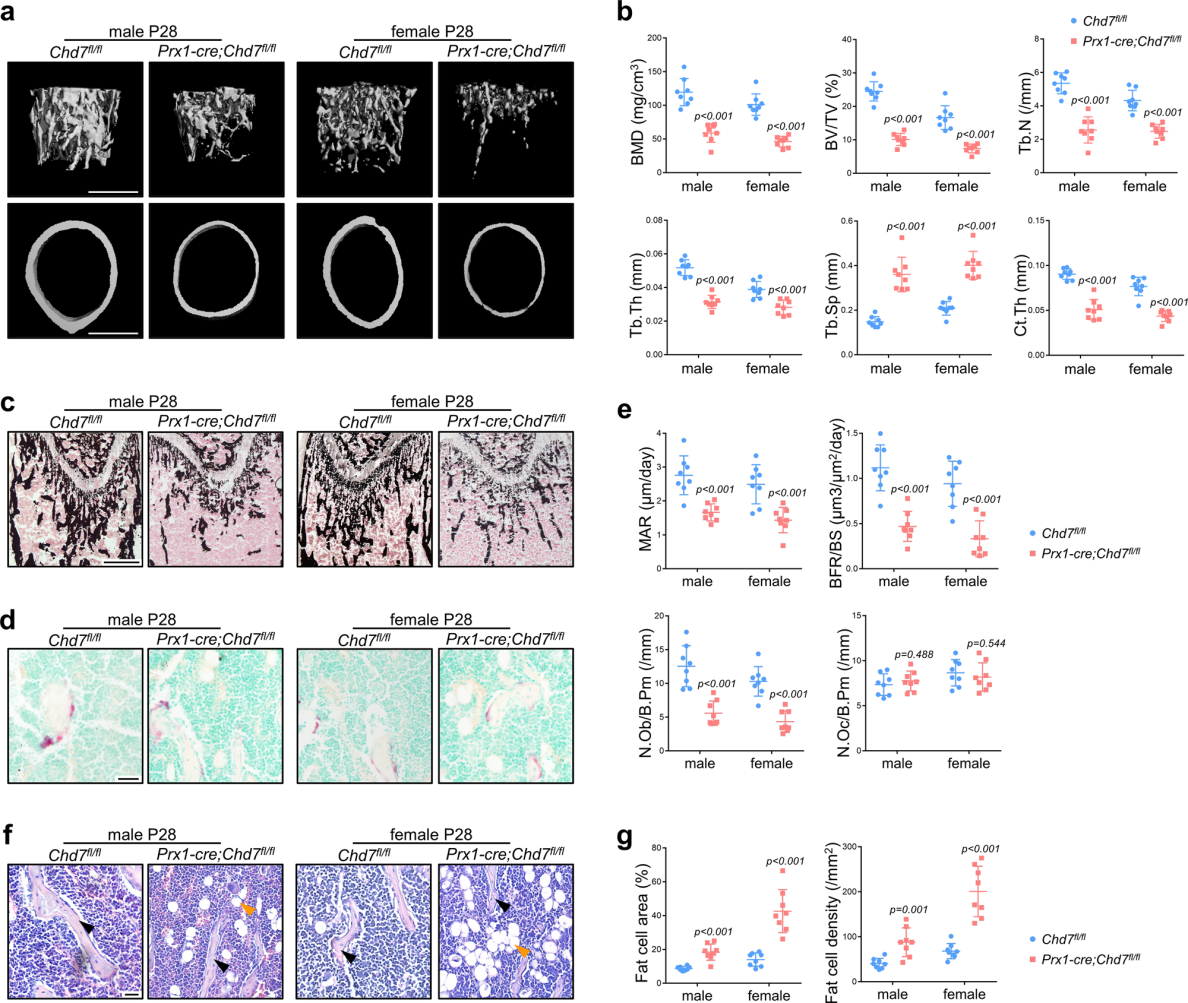
Deletion of *Chd7* in MSCs leads to low bone mass and high marrow adiposity. **a** Representative microCT images of distal femurs and midshaft cortical bone from *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice at 4 weeks old (Scale bar, 500 μm). **b** Quantitative microCT analyses of the distal end of the femurs from *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice at 4 weeks old (*n* = 8). **c** Von Kossa staining of undecalcified sections of femurs from *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice at 4 weeks old (Scale bar, 500 μm). **d** TRAP staining of femur sections from *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice at 4 weeks old (Scale bar, 50 μm). **e** Dynamic osteogenic index of trabecular bone from the femoral metaphysis in *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice at 4 weeks old, including MAR and BFR determined by double labeling (*n* = 8). Histomorphological analysis of trabecular bone from the femoral metaphysis in *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice at 4 weeks old, including osteoblast and osteoclast numbers (*n* = 8). **f** Representative images of adipocytes in the distal femur marrow in *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice at 4 weeks old. Blacks arrows indicate trabecular bones, and orange arrows indicate marrow adipose tissues (Scale bar, 50 μm). **g** Quantitative measurements of adipocytes, including number and area of adipocytes in the distal marrow per tissue area. Quantitative data were obtained using the ImageJ software (*n* = 8). Data are shown as the mean ± S.D.; *p* value by two-tailed Student’s *t* test.

The undecalcified sections after Von Kossa staining further validated the low bone mass phenotype of the *Prx1-cre;Chd7*^*fl/fl*^ mice (Fig. 2c). The *Prx1-cre;Chd7*^*fl/fl*^ mice also showed a slower mineral apposition rate (MAR) and bone formation rate (BFR) (Fig. 2e). In addition, the *Prx1-cre;Chd7*^*fl/fl*^ mice had fewer osteoblasts (N.Ob/B.Pm), indicating a diminished bone formation. The osteoclast number (N.Oc/B.Pm) showed no obvious differences between groups (Fig. 2d, e). *Chd7* knockout also led to a slightly shortened growth plate (Supplementary Fig. 1a).

Notably, in both male and female *Prx1-cre;Chd7*^*fl/fl*^ mice, the loss of bone mass was associated with obviously increased bone marrow adipose tissue accumulation in both the primary and secondary ossification centers (Fig. 2f). The number and density of bone marrow adipocytes were apparently elevated in the *Prx1-cre;Chd7*^*fl/fl*^ mice (Fig. 2g). For unknown reasons, the phenotype of increased MAT was more striking in female *Prx1-cre;Chd7*^*fl/fl*^ mice.

### Loss of *Chd7* in preosteoblasts leads to low bone mass and high marrow adiposity

To further investigate whether depletion of *Chd7* from committed osteoblast progenitors could induce a similar bone loss phenotype, we mated the *Sp7-cre* transgenic mice with the *Chd7*^*fl/fl*^ mice^28^. The *Sp7-cre;Chd7*^*fl/fl*^ mice also exhibited a smaller size, lighter weight, lower survival rate and delayed growth features (Supplementary Fig. 2a, b). MicroCT analysis of the femur metaphysis revealed a diminishment in trabecular and cortical bone in the *Sp7-cre;Chd7*^*fl/fl*^ mice, as shown by impaired skeletal parameters, e.g., BMD, BV/TV, Tb.N, Tb.Th and Ct.Th, and elevated Tb.Sp (Fig. 3a, b).

**Fig. 3:**
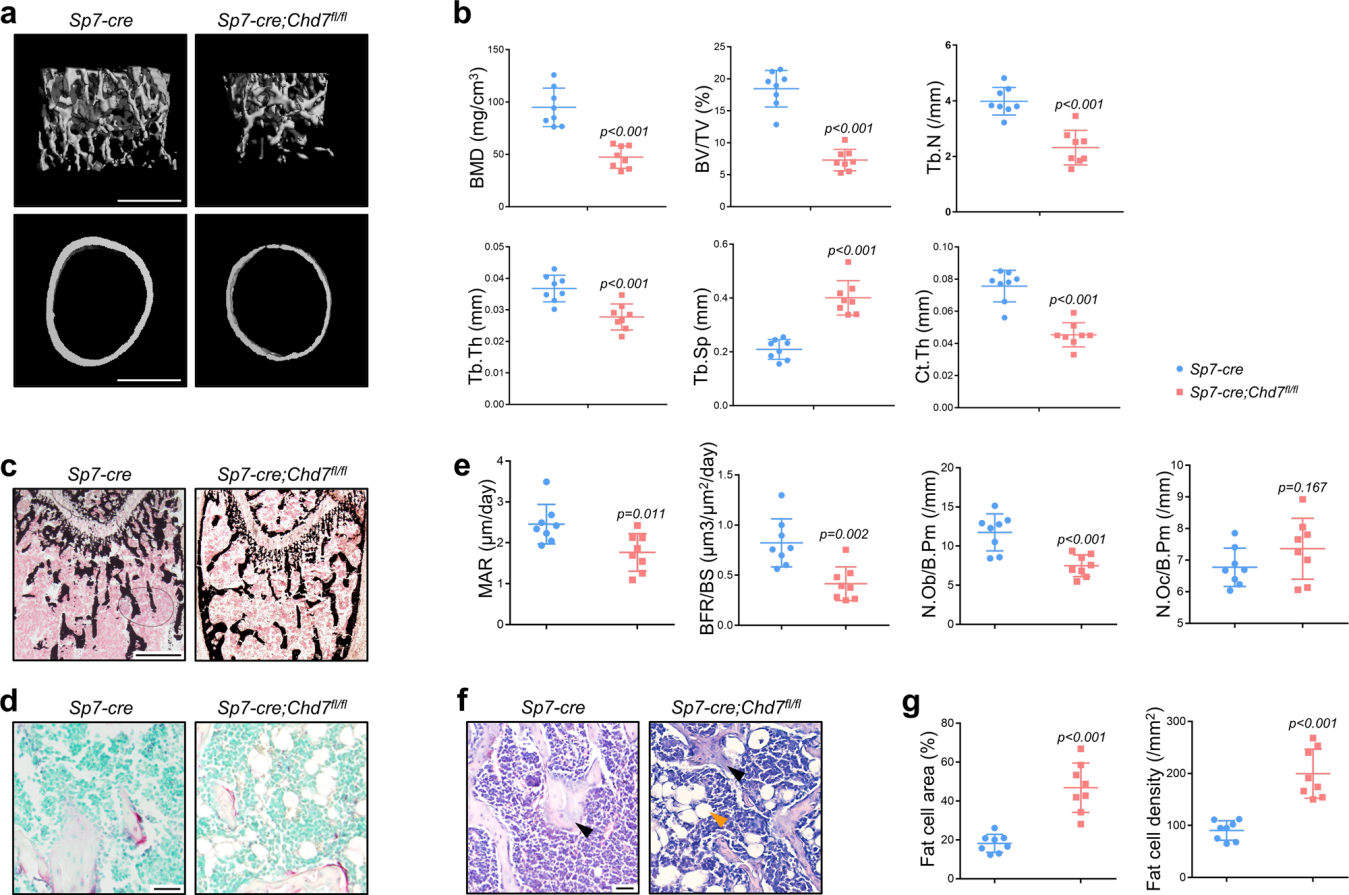
Loss of *Chd7* in preosteoblasts leads to low bone mass and high marrow adiposity. **a** Representative microCT images of distal femurs and midshaft cortical bone from *Sp7-cre* and *Sp7-cre;Chd7*^*fl/fl*^ mice at 4 weeks old (Scale bar, 500 μm). **b** Quantitative microCT analyses of the distal end of the femurs from *Sp7-cre* and *Sp7-cre;Chd7*^*fl/fl*^ mice at 4 weeks old (*n* = 8). **c** Von Kossa staining of undecalcified sections of femurs from *Sp7-cre* and *Sp7-cre;Chd7*^*fl/fl*^ mice at 4 weeks old (Scale bar, 500 μm). **d** TRAP staining of femur sections from *Sp7-cre* and *Sp7-cre;Chd7*^*fl/fl*^ mice at 4 weeks old (Scale bar, 50 μm). **e** Dynamic osteogenic index of trabecular bone from the femoral metaphysis in *Sp7-cre* and *Prx1-cre;Chd7*^*fl/fl*^ mice at 4 weeks old, including MAR and BFR determined by double labeling (*n* = 8). Histomorphological analysis of trabecular bone from the femoral metaphysis in *Sp7-cre* and *Prx1-cre;Chd7*^*fl/fl*^ mice at 4 weeks old, including osteoblast and osteoclast numbers (*n* = 8). **f** Representative images of adipocytes in the distal femur marrow in *Sp7-cre* and *Prx1-cre;Chd7*^*fl/fl*^ mice at 4 weeks old. Blacks arrows indicate trabecular bones, and orange arrows indicate marrow adipose tissues (Scale bar, 50 μm). **g** Quantitative measurements of adipocytes, including number and area of adipocytes in the distal marrow per tissue area. Quantitative data were obtained using the ImageJ software (*n* = 8). Data are shown as the mean ± S.D.; *p* value by two-tailed Student’s *t* test.

The Von Kossa staining validated the low bone mass phenotype of the *Sp7-cre;Chd7*^*fl/fl*^ mice (Fig. 3c). The *Sp7-cre;Chd7*^*fl/fl*^ mice also showed declined dynamic skeletal histomorphometric features, manifested as slower MAR and BFR (Fig. 3e). In addition, the decrease in osteoblast numbers further confirmed the osteopenic manifestations of the *Sp7-cre;Chd7*^*fl/fl*^ mice (Fig. 3d, e).

Similarly, increased MAT accumulation was also observed in both the primary and secondary ossification centers of femurs from the *Sp7-cre;Chd7*^*fl/fl*^ mice (Fig. 3f, g). Moreover, the MAT accumulation phenomena were more remarkable in the tibia of the *Sp7-cre;Chd7*^*fl/fl*^ mice at the age of 4 weeks. Considerable MAT was observed at the mesial region, while the distal region was mostly occupied by MAT, with a very small amount of bone tissue left at the distal region of tibiae in the female *Sp7-cre;Chd7*^*fl/fl*^ mice (Supplementary Fig. 2c).

### *Chd7*-deficient MSCs exhibit reduced osteogenic and increased adipogenic potential

Next, we sought to isolate MSCs from the *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice and compared their osteogenic and adipogenic potential in vitro (Supplementary Fig. 3a). Flow cytometry was conducted to identify the primary mouse bone marrow mesenchymal stem cells with anti-CD29 and anti-CD90.2 antibodies.

After osteogenic induction, lighter alkaline phosphatase (ALP) staining indicated the incompetent osteogenic differentiation of the *Chd7*-deleted MSCs (Fig. 4a). Meanwhile, impaired ALP activity and less calcium mineralization were detected in the *Prx1-cre;Chd7*^*fl/fl*^ MSCs (Fig. 4a–c). The significantly downregulated expression of osteogenic markers, e.g., *Dlx5, Runx2, Sp7, Bmp2,* and *Bglap*, strengthened the reduced osteogenic potential of *Chd7*-deficient MSCs (Fig. 4d, e).

**Fig. 4:**
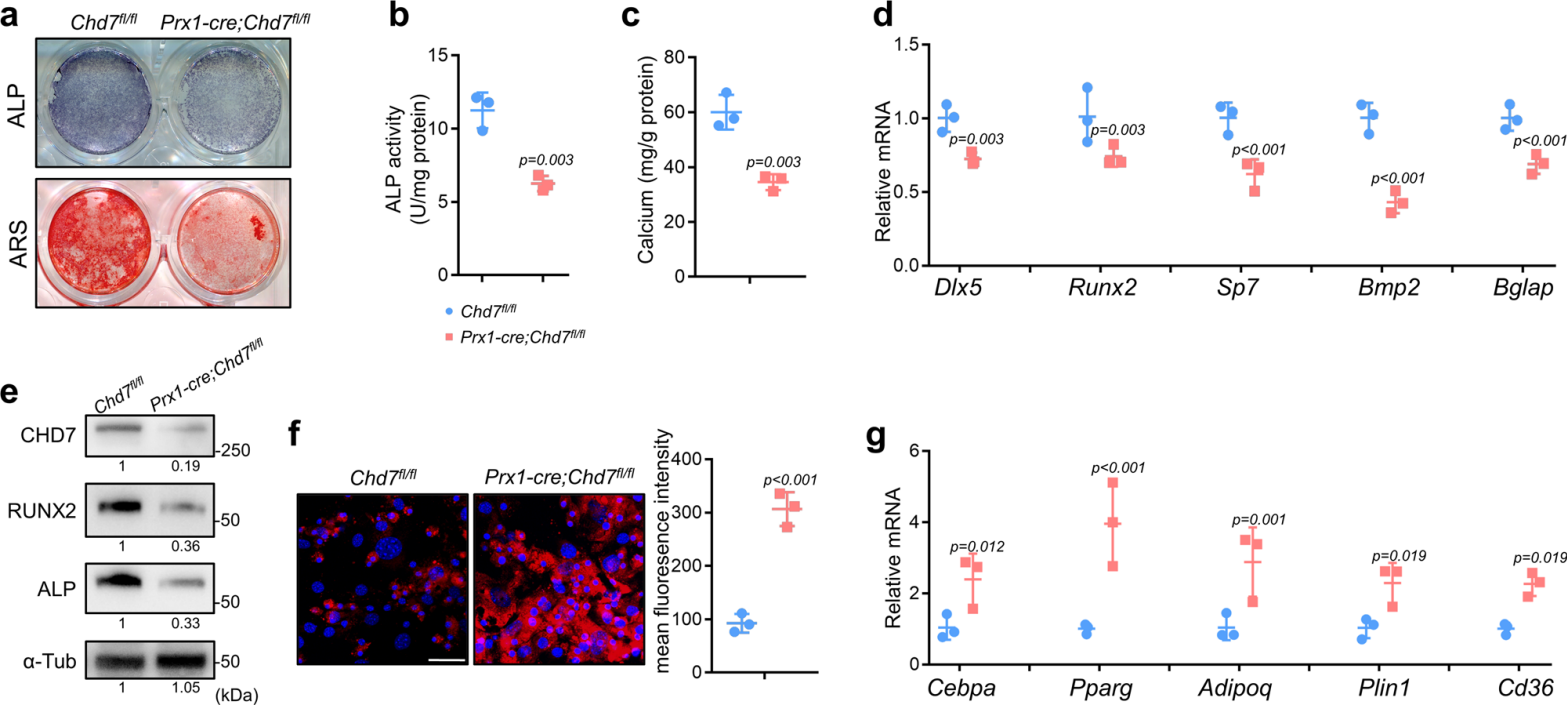
*Chd7*-deficient MSCs exhibit reduced osteogenic and increased adipogenic potential. **a** Representative images of ALP and ARS staining in MSCs. **b** Quantitative analyses of the ALP activity (*n* = 3 biologically independent MSC sample). **c** Quantitative analyses of the mineralization (*n* = 3 biologically independent MSC sample). **d** qRT-PCR analyses of the mRNA expression of *Dlx5, Runx2, Sp7, Bmp2*, and *Bglap* in MSCs under osteogenic conditions (*n* = 3 biologically independent MSC sample) **e** Western blot analysis and quantification of CHD7, RUNX2 and alkaline phosphatase in bone marrow MSCs isolated from the *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice. **f** Representative images and quantitative analyses of Nile red staining in MSCs. Scale bar, 50 μm (*n* = 3 biologically independent MSC slides). **g** qRT-PCR analyses of the mRNA expression of *Cebpa, Pparg, Adipoq, Plin1, CD36* in MSCs under adipogenic conditions (*n* = 3 biologically independent MSC samples). Data are shown as the mean ± S.D.; *p* value by two-tailed Student’s *t* test.

After adipogenic induction, the elevated intensity of Nile red staining demonstrated obviously increased lipid droplet in the *Chd7*-deleted MSCs (Fig. 4f). Meanwhile, significantly upregulated expression of classic adipogenic genes, e.g., *Cebpa, Pparg, Adipoq, Plin1*, and *Cd36*, indicated the intensified adipogenic potential of the *Prx1-cre;Chd7*^*fl/fl*^ MSCs (Fig. 4g).

### CHD7 suppresses the transactivation of PPAR-γ

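For RNA-seq, bone marrow MSCs of 4-week-old Chd7fl/fl mice (control) and Prx1-cre;Chd7fl/fl mice (labelled knockout) were used at passage 3. In the latter, Cre recombinase is expressed from a promoter active in early limb mesenchyme and deletes exon 2 of Chd7. RNA was isolated 5 days after the cells were placed in osteogenic or adipogenic medium, which gave 4 groups of 3 libraries. Osteogenic medium held 50 µM ascorbic acid, 10 nM dexamethasone and 10 mM β-glycerophosphate. Adipogenic medium held 10 µg/ml insulin, 1 µM dexamethasone and 0.5 µM isobutylmethylxanthine. The authors deposited FPKM, that is, fragments per kilobase of gene with the sequencing depth divided out, for 54532 mouse genes listed by Ensembl identifier. The paper's text does not name the genome build, the annotation, the depth or the use of strand. The depth was recovered from the smallest steps between values. With exonic lengths from GENCODE M21 on GRCm38, 98.2% to 98.4% of the values under 30 fragments in each library were whole multiples of the value of 1 fragment, against 4% by chance. Between 17496343 and 21099588 fragments per library fell on genes. The median was 18540403 for control and 18688613 for knockout libraries in osteogenic medium, and 19152666 and 18898712 in adipogenic medium. At these depths 3 fragments on a gene of 1 kilobase correspond to 0.143 to 0.185 FPKM.

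Differential expression was tested with limma on log2(FPKM + 1) over all 12 libraries, with a mean-variance trend and Benjamini-Hochberg adjustment. The test covered the 12871 genes with an FPKM of at least 1 in at least 3 libraries. Fold changes are given on this log2(FPKM + 1) scale, which understates changes of genes with low values. Comparisons of single values used exact permutation tests, which are two-sided throughout and cannot give a p below 0.1 for 3 libraries against 3. Across genes, Pearson's r between libraries of one group was 0.989 to 0.991 for control and 0.990 to 0.991 for knockout libraries in osteogenic medium. In adipogenic medium it was 0.939 to 0.989 for control and 0.980 to 0.992 for knockout libraries. The low values come from pairs with control library 2, whose mean r was 0.941 with the other control libraries in adipogenic medium. With the control and knockout libraries in osteogenic medium it was 0.981 and 0.983, and with the knockout libraries in adipogenic medium 0.967. Control libraries 1 and 3 in adipogenic medium had a mean r of only 0.929 to 0.936 with each of the other groups. The correlations therefore do not tell which of these controls is unusual.

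**Figure D1:**
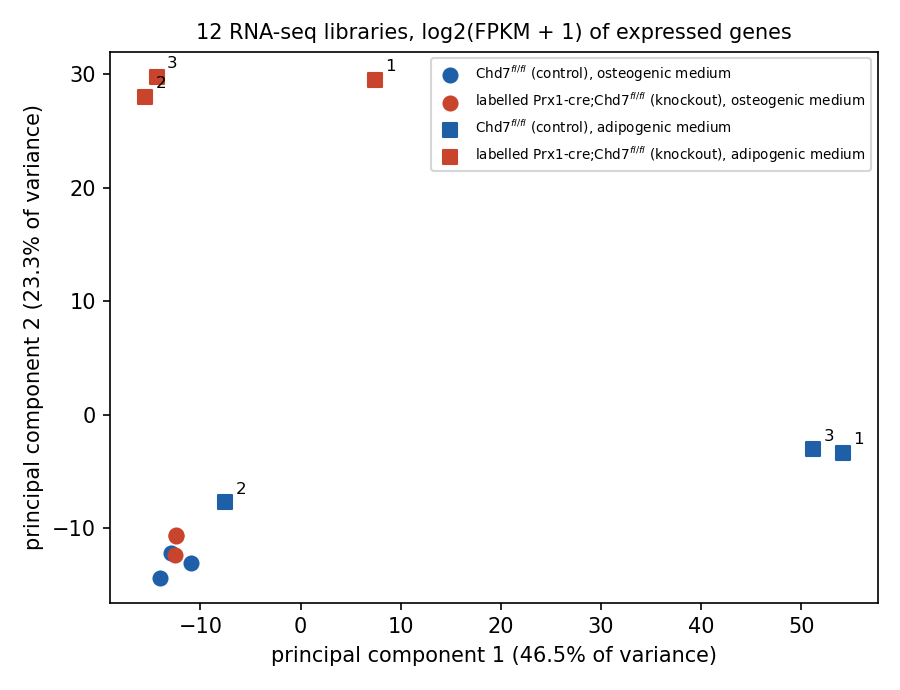
Principal components 1 and 2 of log2(FPKM + 1) for the 12 libraries, with 46.5% and 23.3% of the variance on the axes. Each point is a library, numbers give the replicate in adipogenic medium, and 2 of the 3 knockout libraries in osteogenic medium overlap. Control library 2 in adipogenic medium lies at -7.51 on component 1, next to the libraries in osteogenic medium. Control libraries 1 and 3 in adipogenic medium lie at 54.1 and 51.2. The knockout libraries in adipogenic medium lie at 7.43, -15.5 and -14.4, so component 1 does not part the media.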

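Chd7 (ENSMUSG00000041235) lies on chromosome 4 of GRCm38 from 8690406 to 8867659. Its value was 2.69 ± 0.0682 FPKM (SD, n = 3) in control and 2.22 ± 0.166 FPKM (SD, n = 3) in knockout libraries in osteogenic medium, a log2 fold change of -0.20 (standard error 0.0787, limma adjusted p = 0.160). All 3 knockout libraries lay below all 3 controls, with 1660 fragments against 1951 and a ratio of rates of 0.825 (95% confidence interval 0.772 to 0.881, exact binomial, counting error only). In adipogenic medium Chd7 was at 2.10 ± 0.255 FPKM (SD, n = 3) in control and 2.29 ± 0.235 FPKM (SD, n = 3) in libraries labelled knockout, a log2 fold change of 0.09 (standard error 0.0787, limma adjusted p = 0.428). The fold change differed between the media by 0.28 (limma interaction, adjusted p = 0.0987). Of the alternatives tried for Chd7, rescaling each library to the same sum of FPKM (TPM) moved its fold change most, to 0.28 in adipogenic medium (limma adjusted p = 0.0449). This limma adjusted p ranged from 0.0449 to 0.628 over the alternatives that kept all libraries of the comparison. It reached 0.870 in the fits that each left out 1 library. Because Chd7 was not lower in adipogenic medium, the libraries are named by their labels. Exon 2 makes up 13.2% of the exonic length of the gene and 19.3% of transcript ENSMUST00000039267. With the other exons unchanged, its loss would lower a value for the whole gene by only a share of that size. In adipogenic medium the ratio of rates was 1.10 (95% confidence interval 1.03 to 1.18, exact binomial, counting error only), which shows no such fall. Reads by exon were not analysed, so the deletion itself was not tested.

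In osteogenic medium 1170 genes had an adjusted p under 0.05 in limma, 636 higher and 534 lower in the libraries labelled knockout, and 61 of them changed more than 2-fold. In adipogenic medium 4276 genes passed, 2153 higher and 2123 lower, and 460 of them changed more than 2-fold. Knockout and control libraries did not overlap for 44.3% of the genes in osteogenic and 38.6% in adipogenic medium, where chance gives 10%. Among the alternatives, the number of genes passing in adipogenic medium was lowest, at 726, with the replicate number as a block. That fit also used only the 6 libraries compared. Without the block, fits to only those 6 libraries gave 3418 genes in osteogenic and 1671 in adipogenic medium.

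**Figure D2:**
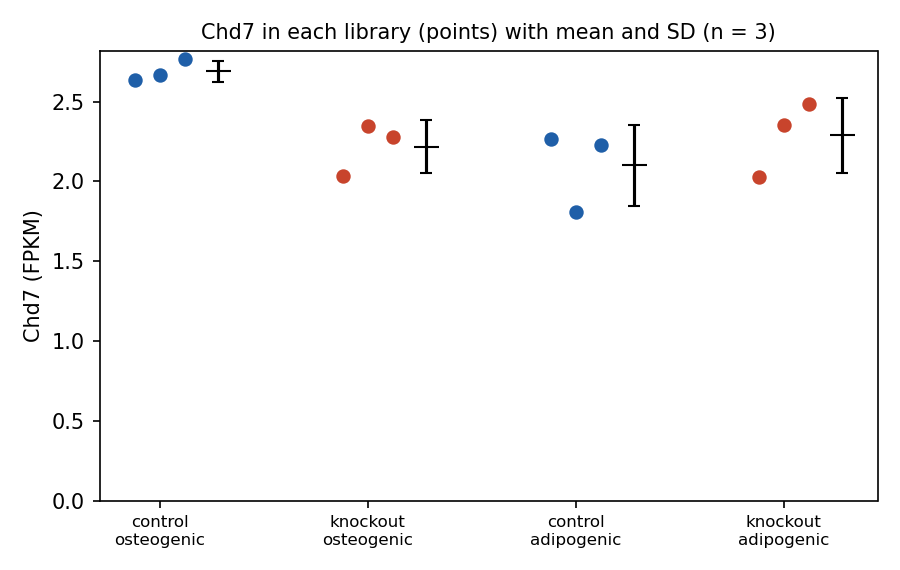
FPKM of Chd7 in each of the 12 libraries (points, replicates 1 to 3 from left to right) by genotype label and medium, with the mean and SD of each group (n = 3). In osteogenic medium the knockout libraries lie below the controls, and in adipogenic medium the groups overlap.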

Next, we performed RNA-seq of MSCs to identify the critical mechanism. 

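For GSEA, genes were ranked in each medium by the signal-to-noise ratio of FPKM, and fgsea compared each gene list with 10000 random gene sets of its size. The paper's text does not name its gene sets. A list of 83 osteogenesis genes was therefore drawn up from general knowledge, and 60 of them were expressed highly enough to be tested. In osteogenic medium its normalized enrichment score was 1.92 (adjusted p = 0.000582 over 6 tests, from permutation of genes), where a positive score means higher expression in the libraries labelled knockout. None of the 10000 random sets was as extreme, so the p is the smallest they can give. This p takes genes as independent. Of all 10 splits of the 6 libraries into 3 and 3, 3 gave a score as large in size, the real one included. Of the 4 splits that part all same-numbered libraries, 1 did, the real one. The p from permutation of genes therefore overstates the evidence. Of the 60 genes, 37 were higher and 23 lower. By limma, 14 were significantly higher and 3 lower after adjustment over all genes, and 15 and 4 after adjustment over the list. The leading edge of 27 genes began with Bmp4, Igfbp5, Fgf2, Tnfrsf11b and Wnt10b. Bmp4 (ENSMUSG00000021835, chromosome 14 from 46383520 to 46390669) was at 0.589 ± 0.150 FPKM (SD, n = 3) in control and 2.19 ± 0.331 FPKM (SD, n = 3) in knockout libraries (log2 fold change 1.00, standard error 0.202, limma adjusted p = 0.0134). In the 6 fits that each left out 1 library its limma adjusted p lay between 0.0315 and 0.0561, with 2 under 0.05. Over the 7 other alternatives all were under 0.05. With single libraries left out the score lay between 1.75 and 1.98, and with genes ranked by limma's moderated statistic it was 2.07.

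Of the 13 osteogenesis-associated genes drawn in Fig. 5b, Bmp2 and Bglap3 were too low to be tested. Of the other 11, 9 were lower in the libraries labelled knockout, and Col1a1 was higher, as was Bglap, which had no more than 3 fragments in any library in this medium. Runx2 (ENSMUSG00000039153, chromosome 17 from 44495987 to 44814797), which encodes a transcription factor of osteoblasts, fell from 3.67 ± 0.0828 to 2.78 ± 0.151 FPKM (SD, n = 3 each). Its log2 fold change was -0.31 (standard error 0.0727, limma adjusted p = 0.0276). In the fit over all 12 libraries it alone passed, whether p was adjusted over all genes or over the 11. With single libraries left out its adjusted p rose to between 0.0713 and 0.0997 in limma. Over the 7 other alternatives it lay between 0.00545 and 0.177, with 5 under 0.05. With only the 6 libraries compared, 2 further genes of Fig. 5b passed as lower. They were Bglap2 at -0.48 (limma adjusted p = 0.0348) and Ctnnb1 at -0.14 (limma adjusted p = 0.0192). Dlx5 had a log2 fold change of -0.26 (limma adjusted p = 0.342) and Sp7 one of -0.06 (limma adjusted p = 0.910). The mean of log2(FPKM + 1) over the 13 genes was 2.96 ± 0.0389 in control and 2.83 ± 0.0306 in knockout libraries (SD, n = 3 each), a difference of -0.13 (exact permutation p = 0.1, the smallest possible).

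**Figure D3:**
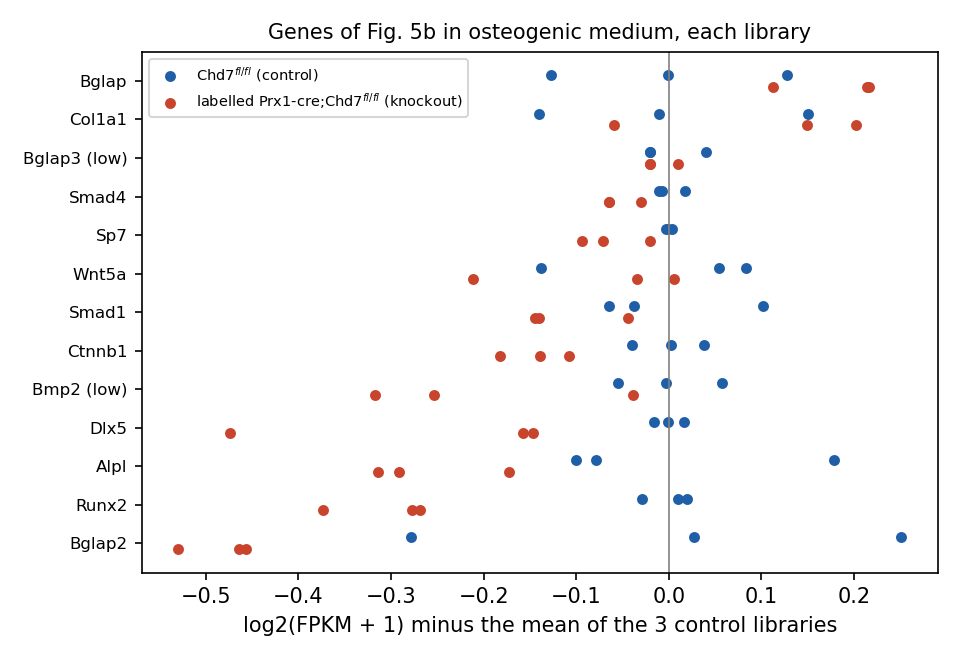
Values of the 13 genes of Fig. 5b in osteogenic medium, as log2(FPKM + 1) minus the mean of the 3 control libraries. Each point is a library, and genes marked low were not tested. All 3 knockout libraries lie below all controls for Runx2, and 7 of the 11 tested genes separate in this way. Chance gives 10% in both directions together, but 44.3% of all tested genes separated in this medium. The 13 genes may have been chosen from these libraries.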

Gene set enrichment analysis (GSEA) confirmed the restricted osteogenesis in *Prx1-cre;Chd7*^*fl/fl*^ MSCs after osteogenic induction (Fig. 5a, b). Interestingly, significant enhancement of the PPAR signaling pathway was found in the *Prx1-cre;Chd7*^*fl/fl*^ group, indicating that the PPAR family might play a crucial role in the formation of the abovementioned phenotype (Fig. 5a).

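In osteogenic medium a list of 81 genes of the PPAR signaling pathway, 45 of them tested, had a normalized enrichment score of -1.03 (fgsea adjusted p = 0.400, from permutation of genes). Of the 45 genes, 21 were higher and 24 lower in the libraries labelled knockout. By limma, 4 were significantly higher and 7 lower after adjustment over all genes, and 5 and 10 after adjustment over the list. The genes contributing most to the score were Fabp7, Lpl, Slc27a1, Fabp4 and Plin2. Fabp4 (ENSMUSG00000062515, chromosome 3 from 10204088 to 10208576), a fatty acid binding protein, was at 35.0 ± 1.19 FPKM in control and 21.5 ± 1.47 FPKM in knockout libraries (SD, n = 3 each). Its log2 fold change was -0.68 (standard error 0.134, limma adjusted p = 0.0118). Plin2 (ENSMUSG00000028494, chromosome 4 from 86648386 to 86670060) changed by -0.57 (standard error 0.0798, limma adjusted p = 0.00209). Lpl (ENSMUSG00000015568, chromosome 8 from 68880491 to 68907448) changed by -0.91 (standard error 0.109, limma adjusted p = 0.000944). Scd1 (ENSMUSG00000037071, chromosome 19 from 44394455 to 44407879) was higher, by 0.34 (standard error 0.0684, limma adjusted p = 0.0127). Pparg itself (ENSMUSG00000000440, chromosome 6 from 115360951 to 115490399) was at 7.39 ± 0.661 FPKM in control and 7.01 ± 0.605 FPKM in knockout libraries (SD, n = 3 each), a log2 fold change of -0.07 that was smaller than the spread between replicates (limma adjusted p = 0.931). From its own GSEA in Fig. 5a, the paper proposes that the PPAR family has a part in the bone and fat phenotype.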

**Fig. 5:**
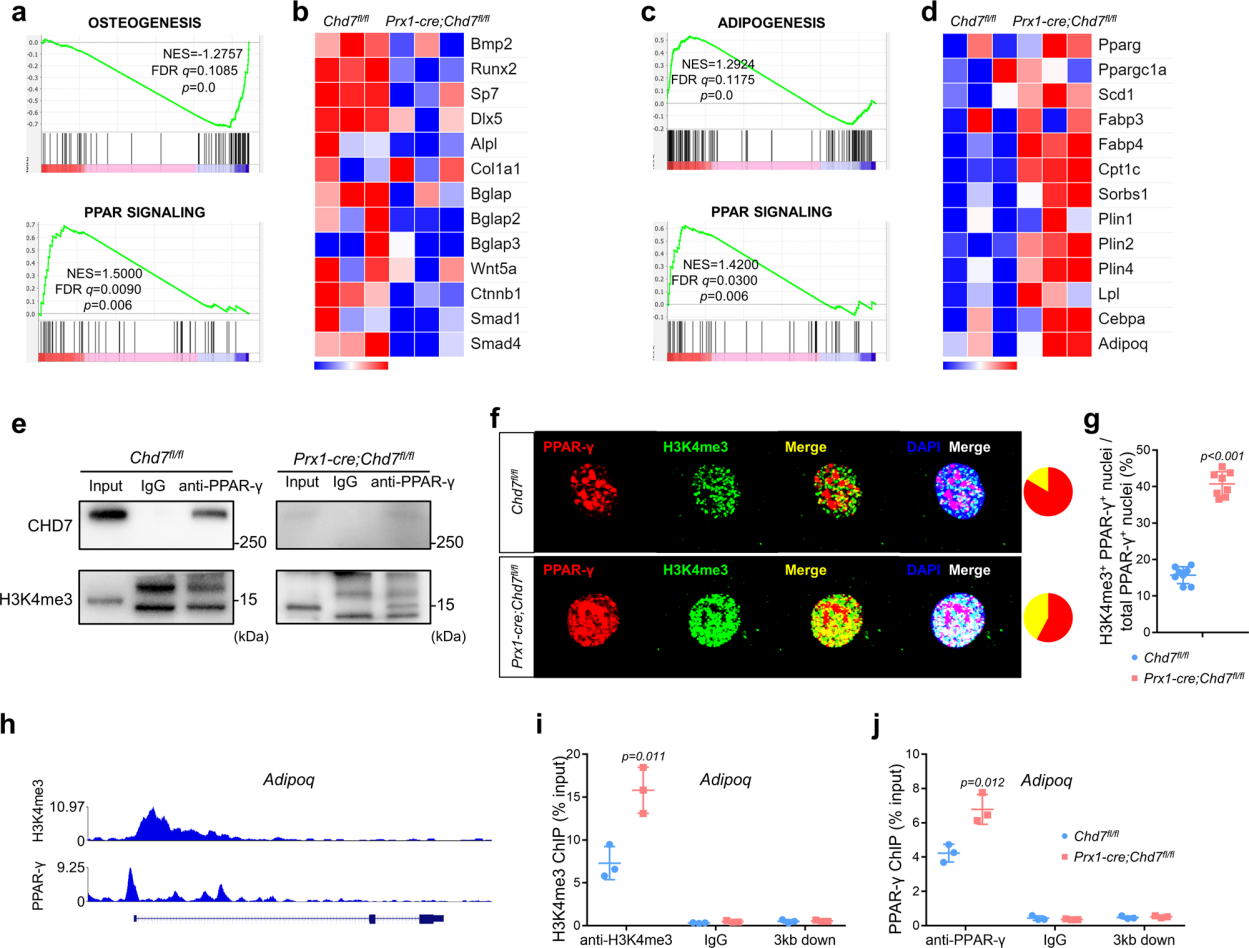
CHD7 suppresses the transactivation of PPAR-γ. **a** GSEA showing decreased enrichment of osteogenesis-related genes and increased enrichment of PPAR-regulated genes in the *Chd7*-deficient MSCs under osteogenic conditions. **b** Heatmap of representative osteogenesis-associated genes in the *Chd7*-deficient MSCs under osteogenic conditions. **c** GSEA showing increased enrichment of adipogenesis-related genes and PPAR-regulated genes in the *Chd7*-deficient MSCs under adipogenic conditions. **d** Heatmap of representative PPAR signaling pathway-associated genes in the *Chd7*-deficient MSCs under adipogenic conditions. **e** Immunoprecipitation assay in MSCs from the *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice. Cell extracts were immunoprecipitated with anti-PPAR-γ antibodies. Immunoprecipitates were detected by western blotting with the indicated antibodies. **f** Representative immunofluorescence staining of PPAR-γ and H3K4me3 in in MSCs from the *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice (Scale bar, 20 μm). **g** Quantification of (**f**), showing the proportion of H3K4me3^+^ PPAR-γ^+^ nuclei among the total PPAR-γ^+^ nuclei (*n* = 8). **h** ChIP-seq results indicating that H3K4me3 and PPAR-γ coaggregate near the promoter region of *Adipoq* by WashU EpiGenome Browser. **i** ChIP-qPCR showing that knockout of *Chd7* increases the occupancy of H3K4me3 in the promoter regions of *Adipoq* (*n* = 3). **j** ChIP-qPCR showing that knockout of *Chd7* increases the occupancy of PPAR-γ in the promoter regions of *Adipoq* (*n* = 3). Data are shown as the mean ± S.D.; *p* value by two-tailed Student’s *t* test.

Meanwhile, among MSCs after adipogenic induction, significant enhancement of the PPAR signaling pathway was also found in the *Prx1-cre;Chd7*^*fl/fl*^ group, along with enhancement of the adipogenesis pathway and increased expression of downstream genes of PPAR-γ (Fig. 5c, d).

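In adipogenic medium the PPAR signaling list had a normalized enrichment score of 1.19 (fgsea adjusted p = 0.244, from permutation of genes), with 23 of the 45 tested genes higher and 22 lower in the libraries labelled knockout. By limma, 12 were significantly higher and 12 lower after adjustment over all genes, and 13 and 12 after adjustment over the list. Of a list of 126 adipogenesis genes, 92 were tested, and its score was 1.26 (fgsea adjusted p = 0.133, from permutation of genes), with 25 genes significantly higher and 18 lower. The adipogenesis score was -1.21 without control library 2 (fgsea adjusted p = 0.210 from permutation of genes, with a range of 0.0618 to 0.210 over the 6 fits that each left out 1 library). Cd36 (ENSMUSG00000002944, chromosome 5 from 17781690 to 17888801), which is on the PPAR list, fell from 202 ± 32.8 to 79.1 ± 14 FPKM (SD, n = 3 each). Its log2 fold change was -1.35 (standard error 0.139, limma adjusted p = 0.0001). The mean of 19 macrophage genes was also lower there, by -0.67 with overlapping groups, so macrophage RNA was not excluded as a source of this fall.

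Of the 13 PPAR-associated genes drawn in Fig. 5d, Adipoq, Plin1 and Ppargc1a were too low to be tested. The other 10 were all higher in the libraries labelled knockout, 7 of them significantly by limma after adjustment over all genes and 9 after adjustment over the 10. Fabp4 rose from 15.1 ± 3.90 to 37.8 ± 2.24 FPKM (SD, n = 3 each), a log2 fold change of 1.29 (standard error 0.134, limma adjusted p = 9.8e-05). Plin2 rose by 0.97 (limma adjusted p = 2.57e-05), Cpt1c (ENSMUSG00000007783, chromosome 7 from 44959372 to 44974851) by 0.66 (limma adjusted p = 3.78e-05) and Lpl by 0.37 (limma adjusted p = 0.0251). Pparg was at 6.25 ± 3.65 FPKM in control and 10.0 ± 2.83 FPKM in knockout libraries (SD, n = 3 each), and its log2 fold change of 0.68 did not pass (standard error 0.291, limma adjusted p = 0.0986). Cebpa changed by 0.58 and did not pass (limma adjusted p = 0.0824). The mean of log2(FPKM + 1) over the 13 genes was 2.93 ± 0.197 in control and 3.46 ± 0.0970 in knockout libraries (SD, n = 3 each), a difference of 0.53 (exact permutation p = 0.1, the smallest possible). The paper calls these genes representative and does not say how they were chosen. They may have been chosen from the same libraries, so the counts within the list cannot show stability.

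Between libraries of the same replicate number in the 2 genotypes, r across genes in adipogenic medium, after the group means were removed, ranged from -0.286 to 0.466 over the 3 pairs, with a mean of 0.192, so the pairing was uneven. With the replicate number as a block, the PPAR score was 1.24 (fgsea adjusted p = 0.166 from permutation of genes, with a range of 0.130 to 0.699 over the alternatives). The adipogenesis score was 1.38 (fgsea adjusted p = 0.0582 from permutation of genes, with a range of 0.0396 to 0.668). For both, genes were ranked by limma's moderated statistic from the block fit to the 6 libraries. Ranked by that statistic from all 12 libraries without a block, the scores were 1.13 and 1.42.

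**Figure D4:**
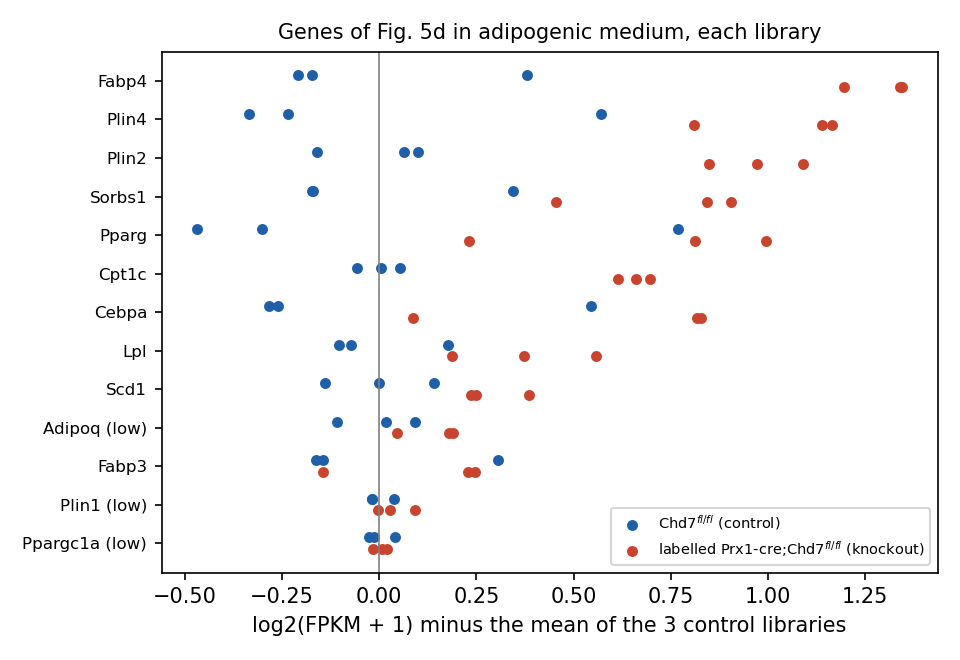
Values of the 13 genes of Fig. 5d in adipogenic medium, as log2(FPKM + 1) minus the mean of the 3 control libraries. Each point is a library, and genes marked low were not tested. The knockout libraries lie above all controls for 7 of the 10 tested genes. Chance gives 10% in both directions together, but 38.6% of all tested genes separated in this medium.

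**Figure D5:**
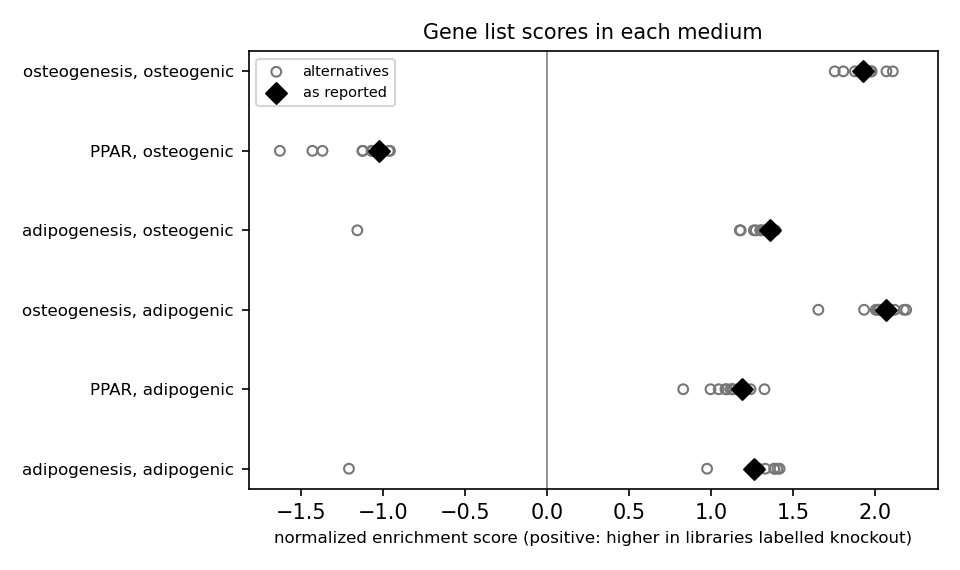
Normalized enrichment scores of the osteogenesis, PPAR and adipogenesis lists in each medium. Diamonds are the values reported and circles those under the alternatives, single libraries left out included, and a positive score means higher expression in the libraries labelled knockout. The scores of the adipogenesis list lie on both sides of 0 in each medium, and each of the other scores stays on 1 side.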

Next, we sought to verify whether CHD7 directly interacts with PPAR-γ by conducting a coimmunoprecipitation (co-IP) assay. In MSCs isolated from *Chd7*^*fl/fl*^ mice, CHD7 was successfully detected in PPAR-γ immunoprecipitates (Fig. 5e). However, H3K4me3 was barely observed in PPAR-γ immunoprecipitates, indicating that PPAR-γ might not be activated in wild-type MSCs. In contrast, H3K4me3 was detected in PPAR-γ immunoprecipitates in the *Chd7*-deficient MSCs (Fig. 5e). To intuitively observe the altered binding pattern of PPAR-γ and H3K4me3, we conducted IF staining to detect their colocalization within the nucleus. In the *Prx1-cre;Chd7*^*fl/fl*^ MSCs, the merged rates of PPAR-γ and H3K4me3 were significantly higher than those in wild-type MSCs, in accordance with the co-IP assay (Fig. 5f, g).

Next, we aimed to determine how this binding alteration regulates cell fate decisions. By analyzing ChIP-sequencing (ChIP-seq) data of *Mus musculus* (GSM2104246 and GSM1571714)^29,30^, we confirmed that H3K4me3 and PPAR-γ could coaggregate at the promotor region of *Adipoq* (Fig. 5h). On this basis, we performed a ChIP-PCR assay on the MSCs. The enrichment of H3K4me3 and PPAR-γ at the promoter regions of *Adipoq* was significantly increased in MSCs isolated from *Prx1-cre;Chd7*^*fl/fl*^ mice (Fig. 5i, j).

### PPAR-γ inhibition partially rescues the phenotype of *Chd7*-deficient MSCs

To verify that activated PPAR-γ contributed to pathogenic phenotype upon *Chd7* depletion, we treated the *Prx1-cre;Chd7*^*fl/fl*^ MSCs with the PPAR-γ-specific antagonist GW9662. Although the protein level of CHD7 in the *Prx1-cre;Chd7*^*fl/fl*^ MSCs was unchanged, the expression of PPAR-γ was significantly restricted. Meanwhile, the PPAR-γ antagonist partially recovered the expression of RUNX2 and alkaline phosphatase (Fig. 6a).

**Fig. 6:**
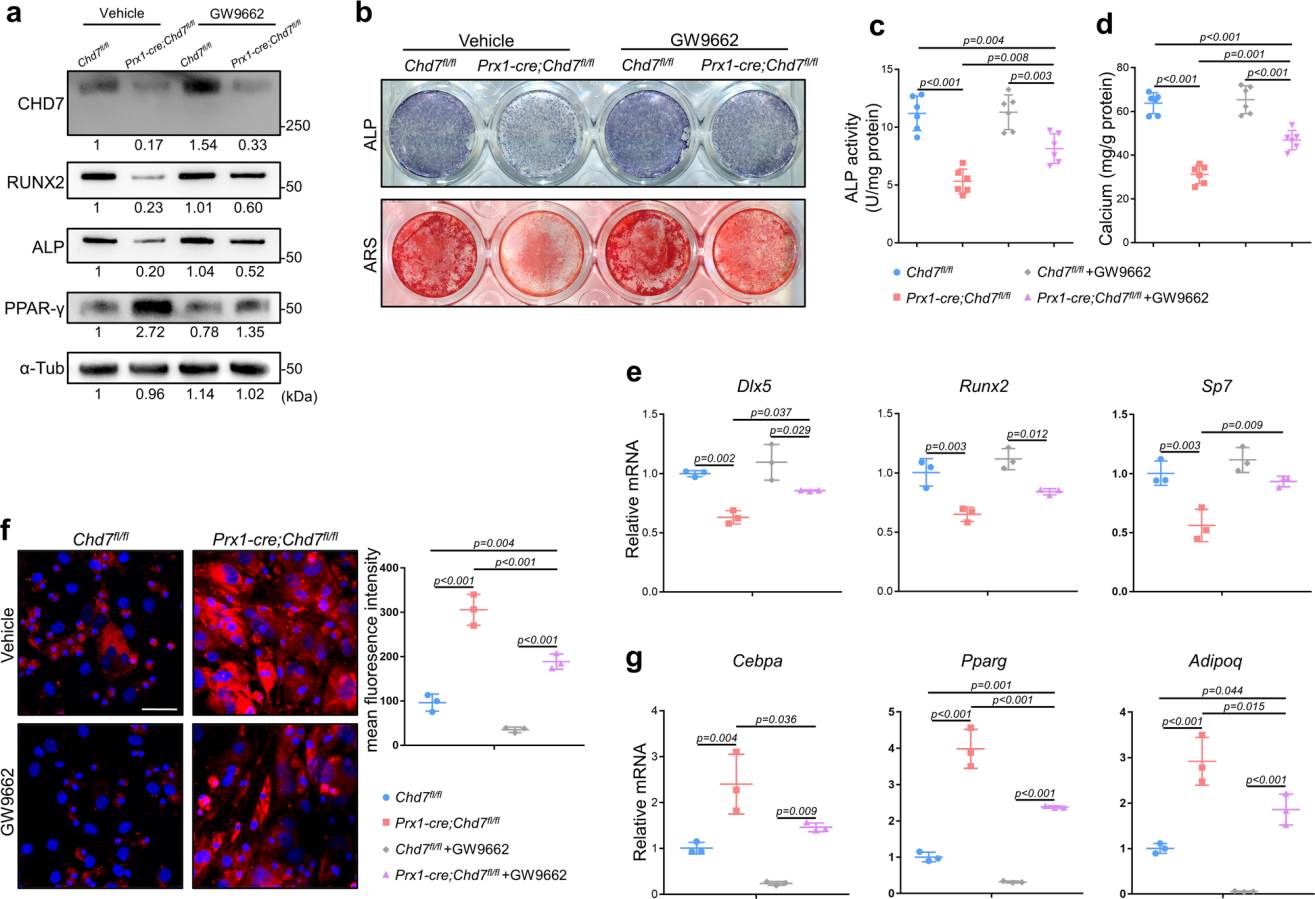
PPAR-γ inhibition partially rescues the phenotype of *Chd7*-deficient MSCs. **a** Western blot analysis and quantification of CHD7, RUNX2, alkaline phosphatase, and PPAR-γ in wild type and *Chd7*-deficient bone marrow MSCs treated with vehicle or a PPAR-γ inhibitor (GW9662). **b** Representative images of ALP and ARS staining of treated MSCs. **c** Quantitative analyses of the ALP activity in treated MSCs (*n* = 6 biologically independent MSC samples). **d** Quantitative analyses of the mineralization in treated MSCs (*n* = 6 biologically independent MSC samples). **e** qRT-PCR analyses of the mRNA expression of *Dlx5, Runx2*, and *Sp7* in treated MSCs under osteogenic conditions (*n* = 3 biologically independent MSC samples). **f** Representative images and quantitative analyses of Nile red staining in treated MSCs. Scale bar, 50 μm (*n* = 3 biologically independent MSC slides). **g** qRT-PCR analyses of the mRNA expression of *Cebpa, Pparg*, and *Adipoq* in treated MSCs under adipogenic conditions (*n* = 3 biologically independent MSC samples). Data are shown as the mean ± S.D.; *p* value by one-way ANOVA with Tukey’s post hoc tests for multiple comparisons.

After osteogenic induction, the increases in ALP, ARS staining, and ALP activity indicated the partially restored osteogenic differentiation of the treated *Chd7*-deleted MSCs (Fig. 6b–d). Meanwhile, the upregulated expression of osteogenic markers, e.g., *Dlx5, Runx2, Sp7*, strengthened the recovered osteogenic potential of treated *Chd7*-deficient MSCs (Fig. 6e).

After adipogenic induction, the weakened intensity of Nile red staining demonstrated decreased lipid droplet in the treated *Chd7*-deleted MSCs (Fig. 4f). Meanwhile, downregulated expression of classic adipogenic genes, e.g., *Cebpa, Pparg, Adipoq*, indicated the restricted adipogenic potential of the treated *Prx1-cre;Chd7*^*fl/fl*^ MSCs (Fig. 4g).

### Administration of a PPAR-γ inhibitor partially rescues the skeletal phenotype of *Prx1-cre;Chd7*^*fl/fl*^ mice

Intraperitoneal injection of the PPAR-γ inhibitor GW9662 partially recovered the body size and weight of the *Prx1-cre;Chd7*^*fl/fl*^ mice (Fig. 7a–c). MicroCT analysis of the femur metaphysis showed partially recovered trabecular and cortical bone in the treated *Prx1-cre;Chd7*^*fl/fl*^ mice, as shown by recovered skeletal parameters, e.g., BMD, BV/TV, Tb.N, Tb.Th, Ct.Th, and Tb.Sp (Fig. 7d, e).

**Fig. 7:**
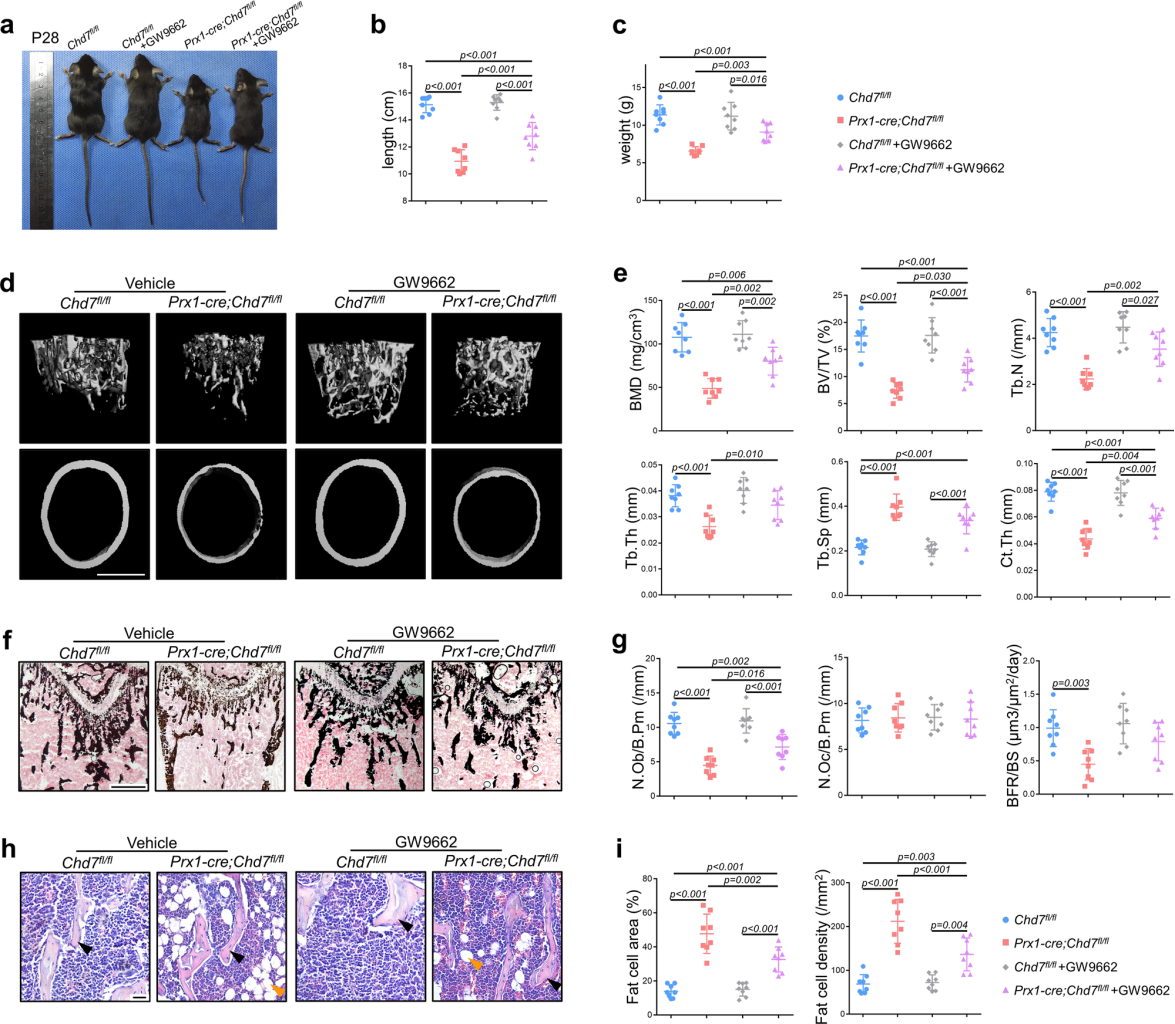
Administration of a PPAR-γ inhibitor partially rescues the skeletal phenotype of *Prx1-cre;Chd7*^*fl/fl*^ mice. **a** Representative images of the *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice at 4 weeks old, treated with vehicle or a PPAR-γ inhibitor (GW9662) (*n* = 8). **b** Length of the treated *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice at 4 weeks old (*n* = 8). **c** Weight of the treated *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice at 4 weeks old (*n* = 8). **d** Representative microCT images of distal femurs and midshaft cortical bone from the treated *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice at 4 weeks old (Scale bar, 500 μm). **e** Quantitative microCT analyses of the distal end of the femurs from the treated *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice at 4 weeks old (*n* = 8). **f** Von Kossa staining of trabecular bone from the femoral metaphysis in the treated *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice at 4 weeks old (Scale bar, 500 μm). **g** Histomorphological analysis and dynamic osteogenic index of trabecular bone from the femoral metaphysis in the treated *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice at 4 weeks old, including BFR, osteoblast, and osteoclast numbers (*n* = 8). **h** Representative images and quantitative measurements of adipocytes in the distal femur marrow in the treated *Chd7*^*fl/fl*^ and *Prx1-cre;Chd7*^*fl/fl*^ mice at 4 weeks old. Blacks arrows indicate trabecular bones, and orange arrows indicate marrow adipose tissues (Scale bar, 50 μm). **i** Quantitative data were obtained using the ImageJ software, including the number and area of adipocytes in the distal marrow per tissue area (*n* = 8). Data are shown as the mean ± S.D.; *p* value by one-way ANOVA with Tukey’s post hoc tests for multiple comparisons.

The Von Kossa staining validated the restored bone mass of the treated *Prx1-cre;Chd7*^*fl/fl*^ mice (Fig. 7f). The treated *Prx1-cre;Chd7*^*fl/fl*^ mice also showed recovered skeletal histomorphometric features, manifested as elevated BFR and increased osteoblast numbers (Fig. 7g).

Moreover, decreased MAT accumulation was also observed in femurs from the treated *Prx1-cre;Chd7*^*fl/fl*^ mice (Fig. 7h). The number and density of bone marrow adipocytes were evidently reduced in the treated *Prx1-cre;Chd7*^*fl/fl*^ mice (Fig. 7i). Consequently, the three major manifestations of *Chd7* depletion in MSCs—whole-body skeletal system development disorder, low bone mass, and high marrow adiposity—could be partially rescued by administration of a PPAR-γ inhibitor.

## Discussion

As a dynamic process, stem cell differentiation is regulated by activating or suppressing a specific locus and dividing the genome into transcriptionally active or inactive chromadomains^31,32^. Epigenetic regulation plays an essential role in the growth and development of multiple organ systems in mammals, e.g., DNA methylation, histone modification, chromosome remodeling, and RNA interference^33,34^. As a hotspot in current research, the methylation and acetylation of histone lysines is a crucial modification at the tails of histones, playing an important role in stem cell differentiation and even cell fate decisions^35,36^. Generally, H3K4me1 is considered as a marker of enhancers, while H3K4me2 and H3K4me3 modifications are mostly enriched at promoters near transcription initiation sites to activate specific gene expression^20,37–39^. Acetylated histone H3 at lysine 27 (H3K27ac) is defined as a superenhancer that upregulates gene expression, while H3K9me3 and H3K27me3 are universally recognized as suppressive transcriptional modifications^36,40–44^.

Accumulating evidence has uncovered the regulatory role of CHD7 in epigenetics. As reported previously, in mammals, CHD7 could be recruited at the promoters or superenhancers of the transcriptionally active region of specific genes to increase or decrease transcription^20,45^. Existing studies of CHD7 preferentially shed light on nervous system development and the differentiation of neural stem cells and neural crest stem cells, and CHD7 has been proven to be crucial for neurogenesis and adult neural stem cell maintenance^9,10,13,46,47^. Widely observed in clinical work, the alteration of CHD7 expression levels in specific cell lineages leads to severe malfunction or diseases, e.g., CHARGE syndrome, Kallmann syndrome, autism spectrum disorder, developmental disorders of multiple organ systems, and tumorigenesis^13,15,45–49^. Some of these conditions were caused by the mutation of *CHD7*, while others resulted from changes in CHD7 histone modification or chromatin remodeling functions^45,48–50^.

Here, we discovered that CHD7 regulates osteogenesis and cell fate decisions in bone marrow MSCs by suppressing the PPAR-γ signaling pathway. By using different temporal markers of osteogenic stem cells, *Prx1* and *Sp7*, we established two lines of transgenic mice to conditionally knockout *Chd7* from the limb bud mesenchyme at a very early time or from preosteoblasts at the initial stage of differentiation^27,28^. We found that loss of *Chd7* in MSCs disrupted the cell fate decision in mice, leading to the pathological manifestations of osteoporosis, e.g., low bone mass with an impaired osteogenic capacity, as well as high marrow adiposity with an enhanced adipogenic ability, revealing the effective and specific regulation of CHD7 on MSCs.

Previously, PPAR-γ was reported to act as a pivotal nuclear receptor and regulate stem cell differentiation and cell fate decisions^51^. This process relies on the association with coactivators or corepressors cooperating with the methylation and acetylation of histone lysine^52^. Admittedly, osteogenesis, adipogenesis, and chondrogenesis are three major directions of the multidirectional differentiation potential of MSCs. The activation of PPAR-γ primarily drives the cell fate of MSCs to adipogenesis^52,53^. However, via the inhibiting function of PPAR-γ of specific progenitor cytokines or other corepressors, the cell fate of MSCs favoring adipogenic differentiation could also be reversed toward osteogenic differentiation^53,54^. Consistent with our findings, the enhanced PPAR signaling pathway was consistent with the phenotype of the *Prx1-cre;Chd7*^*fl/fl*^ mice in vivo and in vitro. Further, the administration of a PPAR-γ antagonist largely converted the biased MSC adipogenic differentiation and allowed osteogenesis to dominate, which also further confirmed the PPAR signaling pathway as an innovative mechanism whereby CHD7-mediated histone modification manipulated the cell lineage allocation of bone marrow MSCs.

Our findings indicated that when CHD7 bound PPAR-γ, the interaction between PPAR-γ and H3K4me3 was reduced, and consequently, the expression of the downstream adipogenic genes were downregulated, while that of osteogenic-related genes was upregulated, leading to the osteogenic differentiation of MSCs. In contrast, when CHD7 was depleted in MSCs, PPAR-γ colocalized with and contacted H3K4me3 and then activated the transcription of downstream adipogenic genes, leading to the adipogenic differentiation of MSCs (Supplementary Fig. 4a).

Notably, no significant difference (*p* > 0.05) in the osteoclast number (N.Oc/B.Pm) was found between the *Prx1-cre;Chd7*^*fl/fl*^ mice and their *Chd7*^*fl/fl*^ control littermates. We speculated that such minor alterations might not be the major factor of the low bone mass in the *Prx1-cre;Chd7*^*fl/fl*^ mice. According to a previous study, bone marrow adipocytes might be the source of RANKL^23^. Therefore, the minor alteration of the osteoclast number in the *Prx1-cre;Chd7*^*fl/fl*^ mice might be a side effect of MAT accumulation, which deserves further research.

Certain limitations in our work should be listed to provide ideas for further research. The MAT accumulation in bone marrow suggested that there might be specific influences of CHD7 on adipocytes. Conditional knockout of *Chd7* in adipose tissue in vivo would be a prospective research direction. Moreover, the lack of specimens from patients was a limitation of this research. As previously reported, CHARGE syndrome is mainly caused by the *CHD7* mutation in neural crest stem cells, while patients with *CHD7* mutations in MSCs have not been studied.

In conclusion, we demonstrate that conditional knockout of *Chd7* in bone marrow MSCs leads to the activation of the PPAR signaling pathway. Such alteration would promote the MSC differentiation balance toward adipogenesis, resulting in whole body developmental disorders of the skeletal system, low bone mass, and high marrow adipose tissue. Our research provided evidence that CHD7 regulates stem cell differentiation and cell fate decisions and revealed the functional association between histone modification and osteoporosis, which might shed light on therapeutic strategies for bone pathological disorders.

## Methods

### Generation of conditional *Chd7* knockout mice

Based on the CRISPR-Cas9 approach, *Chd7*^*fl/+*^ mice were generated with a C57BL6/J background^55–57^. 

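Chd7 lies on the plus strand of chromosome 4. In GENCODE M21 its transcript ENSMUST00000039267 has 38 exons and 9444 bases. Exon 2 spans 8751324 to 8753148, which is 1825 bases or 19.3% of the transcript. It lies between exon 1 at 8690921 to 8691067 and exon 3 at 8785342 to 8785763. The start codon lies in exon 2 at 8751505 to 8751507, so the coding sequence begins there. The coding part of exon 2 has 1644 bases, a multiple of 3, and its deletion removes the start codon.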

Briefly, two sgRNAs were designed to target regions either upstream or downstream of exon 2 of *Chd7* with the aid of a CRISPR design tool (http://crispr.mit.edu). Then, these molecules were screened for on-target activity via a Universal CRISPR Activity Assay (UCATM, Biocytogen, Inc., Beijing). Donor vectors containing LoxP flanking exon 2 mixed with sgRNAs and Cas9 mRNA were coinjected into the cytoplasm of single-celled C57BL6/J zygotes. Such injected zygotes were transferred into ovarian ducts of Kunming pseudopregnant female mice to generate F0 mice. F0 mice with the expected genotype identified by tail genomic DNA PCR and sequencing were then mated with C57BL6/J mice to obtain germline-transmitted F1 founders. Both PCR genotyping and Southern blot examination were applied to further confirm the correct genotype of the generated *Chd7*^*fl/+*^ mice.

*Prx1-cre* and *Sp7-cre* mice were purchased from the Jackson Laboratory (Bar Harbor, ME) and were crossed with *Chd7*^*fl/+*^ mice for more than three generations to obtain *Prx1-cre;Chd7*^*fl/fl*^ and *Sp7-cre;Chd7*^*fl/fl*^ conditional knockout mice^27,28^. The genotypes were identified by PCR amplification of tail genomic DNA. Primers for the *Chd7* knockout allele and Cre transgene genotyping are listed in Supplementary Table 1. All mice were propagated and raised in specific pathogen-free facilities.

Animal experiments in this study were approved by the Institutional Review Board of West China Hospital of Stomatology, Sichuan University. All studies were approved by the Subcommittee on Research and Animal Care (SRAC) of Sichuan University. All procedures were in accordance with relevant guidelines and regulations.

### Whole-mount skeletal staining

Mouse pups were harvested at postnatal day 2. After removal of the skin and viscera, the whole mount of the pups was fixed with 95% ethanol. After being processed with acetone, the specimens were stained with Alcian blue (Solarbio) solution and decolorized with 70% and 95% ethanol. After being processed with potassium hydroxide solution, the specimens were stained with Alizarin Red S (ARS) (Solarbio) solution. After being processed with potassium hydroxide solution and glycerol, the specimens were imaged with an Epson Perfection V370 Photo Scanner. Length of humeri, femurs, and tibiae was measured with ImageJ (National Institutes of Health)^58^.

### MicroCT

Mice were sacrificed at 4 weeks old and intraperitoneally injected with calcein (10 mg/kg of body weight; Sigma) at 7 days and 2 days before sacrifice. The collected bone tissues were fixed in 4% paraformaldehyde for 24 h and then transferred to phosphate-buffered saline (PBS) at 4 °C before scanning. According to the guidelines, microCT analysis was performed via a μCT50 microCT system (Scanco Medical, Bassersdorf, Switzerland) with a spatial resolution of 8 μm (55 kV, 114 mA, 500 ms integration time). The volume of interest (VOI) of femurs was defined as a cylindrical area at the distal region of the growth plate, 1200 µm thickness for spongiosa and 200 µm thickness for cortical bone. Bone volume was calculated within the delimited VOI. Data analysis and reconstructed images were processed on IMARIS software (version 9.1.2; Oxford Instruments). Quantification of cranial defect was calculated with ImageJ (National Institutes of Health), by measuring the hole area in the cranium in the reconstructed images of skulls^3,44,59,60^.

### Undecalcified histomorphological analysis

After microCT scanning, femurs were successively dehydrated in 15% and 30% sucrose solutions and then embedded in NEG-50 (Thermo Scientific) at −80 °C. Specimens were cut into 5-µm-thick sections with a freezing microtome (CM3050 S; Leica) with a tungsten steel blade at –35 °C and were stuck to adhesive film (Cryofilm; Section-Lab Co., Ltd.).

Sections of undecalcified bone specimens were mainly processed for Von Kossa staining and analysis of double labeling. The VOI was defined as the distal end of femurs. Calcium deposits were visualized according to the Von Kossa/nuclear fast red staining method and were photographed by microscopy (BX53; Olympus). The dynamic osteogenic index was defined as the distance between 2 calcein bands by microscopy with fluorescence excitation (BX53; Olympus) and was analyzed with OsteoMeasure software (OsteoMetrics; Decatur, GA)^26,59,61^.

### Decalcified histomorphological analysis

After being fixed in 4% polyoxymethylene for 24 h and then decalcified in 10% EDTA for 2 weeks at 4 °C, femurs and tibiae were dehydrated in ethanol and xylene by Excelsior AS (Thermo Scientific). Embedded in paraffin, bone specimens were cut into 5-µm-thick sections with a paraffin microtome (RM2255; Leica)^3,5^.

Sections of decalcified bone specimens were mainly processed for hematoxylin and eosin (HE) staining, tartrate-resistant acid phosphatase (TRAP) staining, IHC staining, and IF staining. The VOI was defined as the distal end of femurs. According to the IHC and IF staining protocol, slides were incubated in sodium citrate antigen retrieval solution at 100 °C for 10 min and then incubated with rabbit anti-CHD7 antibody (Abcam, ab117522, 1:200). IF staining slides were imaged by laser scanning confocal microscopy (FV3000; Olympus), and other staining slides were photographed by microscopy (BX53; Olympus) and analyzed with OsteoMeasure software (OsteoMetrics; Decatur, GA)^5,26^.

### Cell culture and flow cytometry

Primary MSCs were isolated by flushing the bone marrow of femurs, tibiae, and humeri. The bone marrow suspension was cultured in 21 cm^2^ petri dishes in alpha minimum Eagle’s medium (α-MEM, HyClone) with 10% fetal bovine serum (FBS, Gibco), 100 units/mL penicillin, and 100 μg/mL streptomycin. After incubation at 37 °C with 5% CO_2_, the culture medium was changed every 48 h. MSCs at passage 3 were used for subsequent research^3,62,63^.

After trypsin digestion, centrifugation and resuspension, the cultured cells were equally divided into five tubes. One tube was used as blank control, and the other four tubes were added with corresponding antibodies and incubated in the dark at 37 °C for 10 min. PBS were added in each tube, and then samples were loaded into the Attune NxT Flow Cytometer (Thermo Scientific). Results were analyzed with Attune NxT Software (Thermo Scientific). The antibodies and concentrations were as follows: FITC anti-mouse/rat CD29 Antibody (BioLegend, 102205, 1:500), PE anti-mouse CD90.2 Antibody (BioLegend, 105307, 1:500), PE anti-mouse CD31 Antibody (BioLegend, 102507, 1:500), APC anti-mouse CD45 Antibody (BioLegend, 103111, 1:500).

For osteogenic induction, MSCs were cultured with osteogenic medium supplemented with 50 μM ascorbic acid (Sigma), 10 nM dexamethasone (Sigma), and 10 mM β-glycerophosphate (Sigma). For adipogenic induction, MSCs were treated with adipogenic medium containing 10 μg/ml insulin (Sigma), 1 μM dexamethasone (Sigma), and 0.5 μM isobutylmethylxanthin (Sigma)^3,26,63^.

### ALP, ARS, and Nile red staining

MSCs fixed with 4% paraformaldehyde in 24-pore plates were then stained with a BCIP/NBT Alkaline Phosphatase Color Development Kit (Beyotime) after 7 days of osteogenic induction. The reaction was terminated after 15 min of light-free incubation at room temperature, and the pore plates were imaged with an Epson Perfection V370 Photo Scanner. Quantitative analysis of ALP activity was processed with a BCA Protein Assay Kit (Beyotime) and Alkaline Phosphatase Assay Kit (Beyotime). The BCA curve was obtained from the absorbance of the BCA protein concentration gradient. The corresponding ALP activity was calculated from the standard curve of ALP absorbance by reaction with 0.5 mM p-nitrophenyl phosphate^59,62^.

MSCs in 24-pore plates were fixed with 4% paraformaldehyde and then stained with Alizarin Red S solution (Cayagen) at room temperature after 21 days of osteogenic induction. The pore plates were imaged with an Epson Perfection V370 Photo Scanner. The calcium nodules were detained by cetylpyridinium chloride for 15 minutes to quantify the calcium concentration. The absorbance at 562 nm was measured with a Multiskan Sky Microplate Spectrophotometer (Thermo Scientific), in contrast with the standard calcium absorbance curve^5,26^.

For Nile red staining, MSCs on glass coverslips were fixed with 4% paraformaldehyde and then stained with Nile red solution (Solarbio) at 37 °C for 10 min after 21 days of adipogenic induction. After DAPI staining and mounting, images were obtained with laser scanning confocal microscopy (FV3000; Olympus) and were analyzed with ImageJ (National Institutes of Health)^64^.

### Cell immunofluorescence staining

MSCs on glass coverslips were fixed with 4% paraformaldehyde and then permeabilized with 0.5% Triton X-100 in PBS at room temperature for 10 minutes. MSCs were incubated with 1% BSA, 5% goat serum, and 0.1% Triton X-100 in PBS at room temperature for a 30-minute block. MSCs were incubated with primary antibodies from different species in blocking buffer at 4 °C overnight. After removal of the primary antibodies and rinsing with PBS the next day, MSCs were successively incubated with Alexa Fluor 488 goat anti-mouse antibody (Abcam, ab150113, 1:100) and Alexa Fluor 647 goat anti-rabbit antibody (Abcam, ab150083, 1:100) in the dark at room temperature for 1 h. After DAPI staining and mounting, images were obtained with laser scanning confocal microscopy (FV3000; Olympus) and were analyzed with ImageJ (National Institutes of Health)^5^. The primary antibodies and concentrations are as follows: mouse anti-PPAR-γ antibody (Santa Cruz, sc-271392, 1:100) and rabbit anti-tri-methylhistone H3 (Lys4) antibody (CST, #9751, 1:100).

### Quantitative RT-PCR and RNA-seq

Total RNA was isolated with TRIzol Reagent (Invitrogen) 5 days after osteogenic or adipogenic induction. RNA was reverse transcribed via a PrimeScript RT reagent Kit (TaKaRa). Quantitative RT-PCR was processed with SYBR Premix Ex Taq (TaKaRa) and LightCycler 96 (Roche). The housekeeping gene *GAPDH* was used as the baseline to quantitatively analyze the gene expression of the osetogenic group, and *36B4* was used for the adipogenic group^59,62^.

For RNA sequencing, 12 RNA samples of MSCs in 4 groups were prepared according to the manufacturer’s protocol of a NEBNext Ultra RNA Library Prep Kit for Illumina (USA). RNA samples were subjected to HiSeq 2500 (Illumina). FastQC (v0.11.5) and the FASTX toolkit (0.0.13) were applied for quality control. Further analysis, e.g., KEGG enrichment, GO enrichment, heatmaps, and GSEA, was performed to explore the downstream pathways on this basis^3,26^.

### Western blot and co-IP

The total protein of MSCs was collected with a protein extraction kit (PE001, SAB Biotech) and was then heated with SDS-PAGE Sample Loading Buffer (Beyotime) at 100 °C for 5 min. After gel electrophoresis separation, protein was transferred to a PVDF membrane (Millipore) via Bio-Rad Powerpac HC. After antigen blocking, the membranes were incubated with the primary antibody described below at 4 °C overnight. After a 1-h incubation with HRP-labeled goat anti-rabbit IgG or goat anti-mouse IgG (Beyotime) at room temperature, the membranes were exposed via ChemiDoc XRS + (Bio-Rad) to detect the designated protein expression level. The primary antibodies and concentrations were as follows: rabbit anti-α-tubulin antibody (Beyotime, AF0001, 1:5000), rabbit anti-CHD7 antibody (Abcam, ab117522, 1:1000), mouse anti-RUNX2 antibody (Santa Cruz, sc-101145, 1: 1000), mouse anti-alkaline phosphatase antibody (Santa Cruz, sc-271431, 1:1000), rabbit anti-PPAR-γ antibody (CST, #2443, 1:1000), mouse anti-PPAR-γ antibody (Santa Cruz, sc-271392, 1:1000), and rabbit anti-tri-methylhistone H3 (Lys4) antibody (CST, #9751, 1:1000)^3,62^.

For the co-IP assay, MSCs were lysed in mild lysis buffer (MLB) with protease/phosphatase inhibitor cocktail (CST, #5872, 1:100) for 10 min with gentle shaking at 4 °C. After centrifugation at 14,000 × *g* for 10 min, 10% of the supernatant was heated with SDS–PAGE sample loading buffer (Beyotime) at 100 °C for 5 min as input. The remaining 90% of supernatant was collected and incubated with IgG or selected antibody overnight at 4 °C with mixing. After washes with MLB, 5 μg Pierce Protein A/G Magnetic Beads (Thermo Scientific) was added to each sample and incubated for 1 h at 4 °C with mixing. After collection and washing, the beads were heated with SDS-PAGE Sample Loading Buffer (Beyotime) at 100 °C for 5 min for subsequent western blot analysis. The co-IP antibodies were rabbit (DA1E) mAb IgG XP® Isotype Control (CST, #3900, 1:100) and rabbit anti-PPAR-γ antibody (CST, #2443, 1:100)^65^.

### ChIP assay

ChIP-seq data were obtained from GSM2104246 and GSM1571714 and were analyzed with WashU EpiGenome Browser (Washington University) to ascertain the binding site and the experimental design of ChIP-PCR^29,30^. According to the manufacturer’s protocol of the Magna ChIP HiSens Chromatin Immunoprecipitation kit (Millipore), 2 × 10^6^ cells were harvested in each ChIP reaction. Protein and DNA of each sample were crosslinked by applying 37% formaldehyde solution. SDS lysis buffer with protease/phosphatase inhibitor cocktail (CST, 1:100) was added after cell harvesting. After restriction enzyme digestion, centrifugation, and precipitation with beads, the precipitated DNA samples were quantified with specific primers via real-time PCR^5^.

### Rescue strategy in vitro and in vivo

Based on the verification of PPAR-γ signaling pathway, MSCs were treated with a PPAR-γ specific antagonist GW9662 (MedChemExpress) to rescue the phenotype in vitro. The application concentration was 10 μM, dissolved in DMSO^66^.

To partially rescue the general body phenotype in vivo, we intraperitoneally injected 3 mg/kg/day GW9662 into the female *Prx1-cre;Chd7*^*fl/fl*^ and control littermates from postnatal day 10 until 4 weeks old before sacrifice. Hereafter, microCT and decalcified and undecalcified histomorphological analyses were conducted on the specimens to clarify the rescue effect^67,68^.

### Statistical analyses

All data were calculated as the mean ± standard deviation (SD). Statistical differences were analyzed via Student’s *t* test for independent sample tests or one-way ANOVA with Tukey’s post hoc tests for multiple comparisons. A *p* value <0.05 was considered statistically significant^3,62^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. The RNA-seq data generated in this study have been deposited in the NCBI database under accession code GSE167886. The ChIP-seq data were obtained from the publicly available sequencing datasets in NCBI database under accession code GSM2104246 and GSM1571714. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: CHD7 regulates bone-fat balance by suppressing PPAR-γ signaling
**Source:** Nat Commun. 2022 Apr 13;13:1989. doi: 10.1038/s41467-022-29633-6
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

of

CHD7 Regulates Bone-Fat Balance by  
Suppressing the PPAR- $\gamma$  Signaling Pathway

Liu C et al.

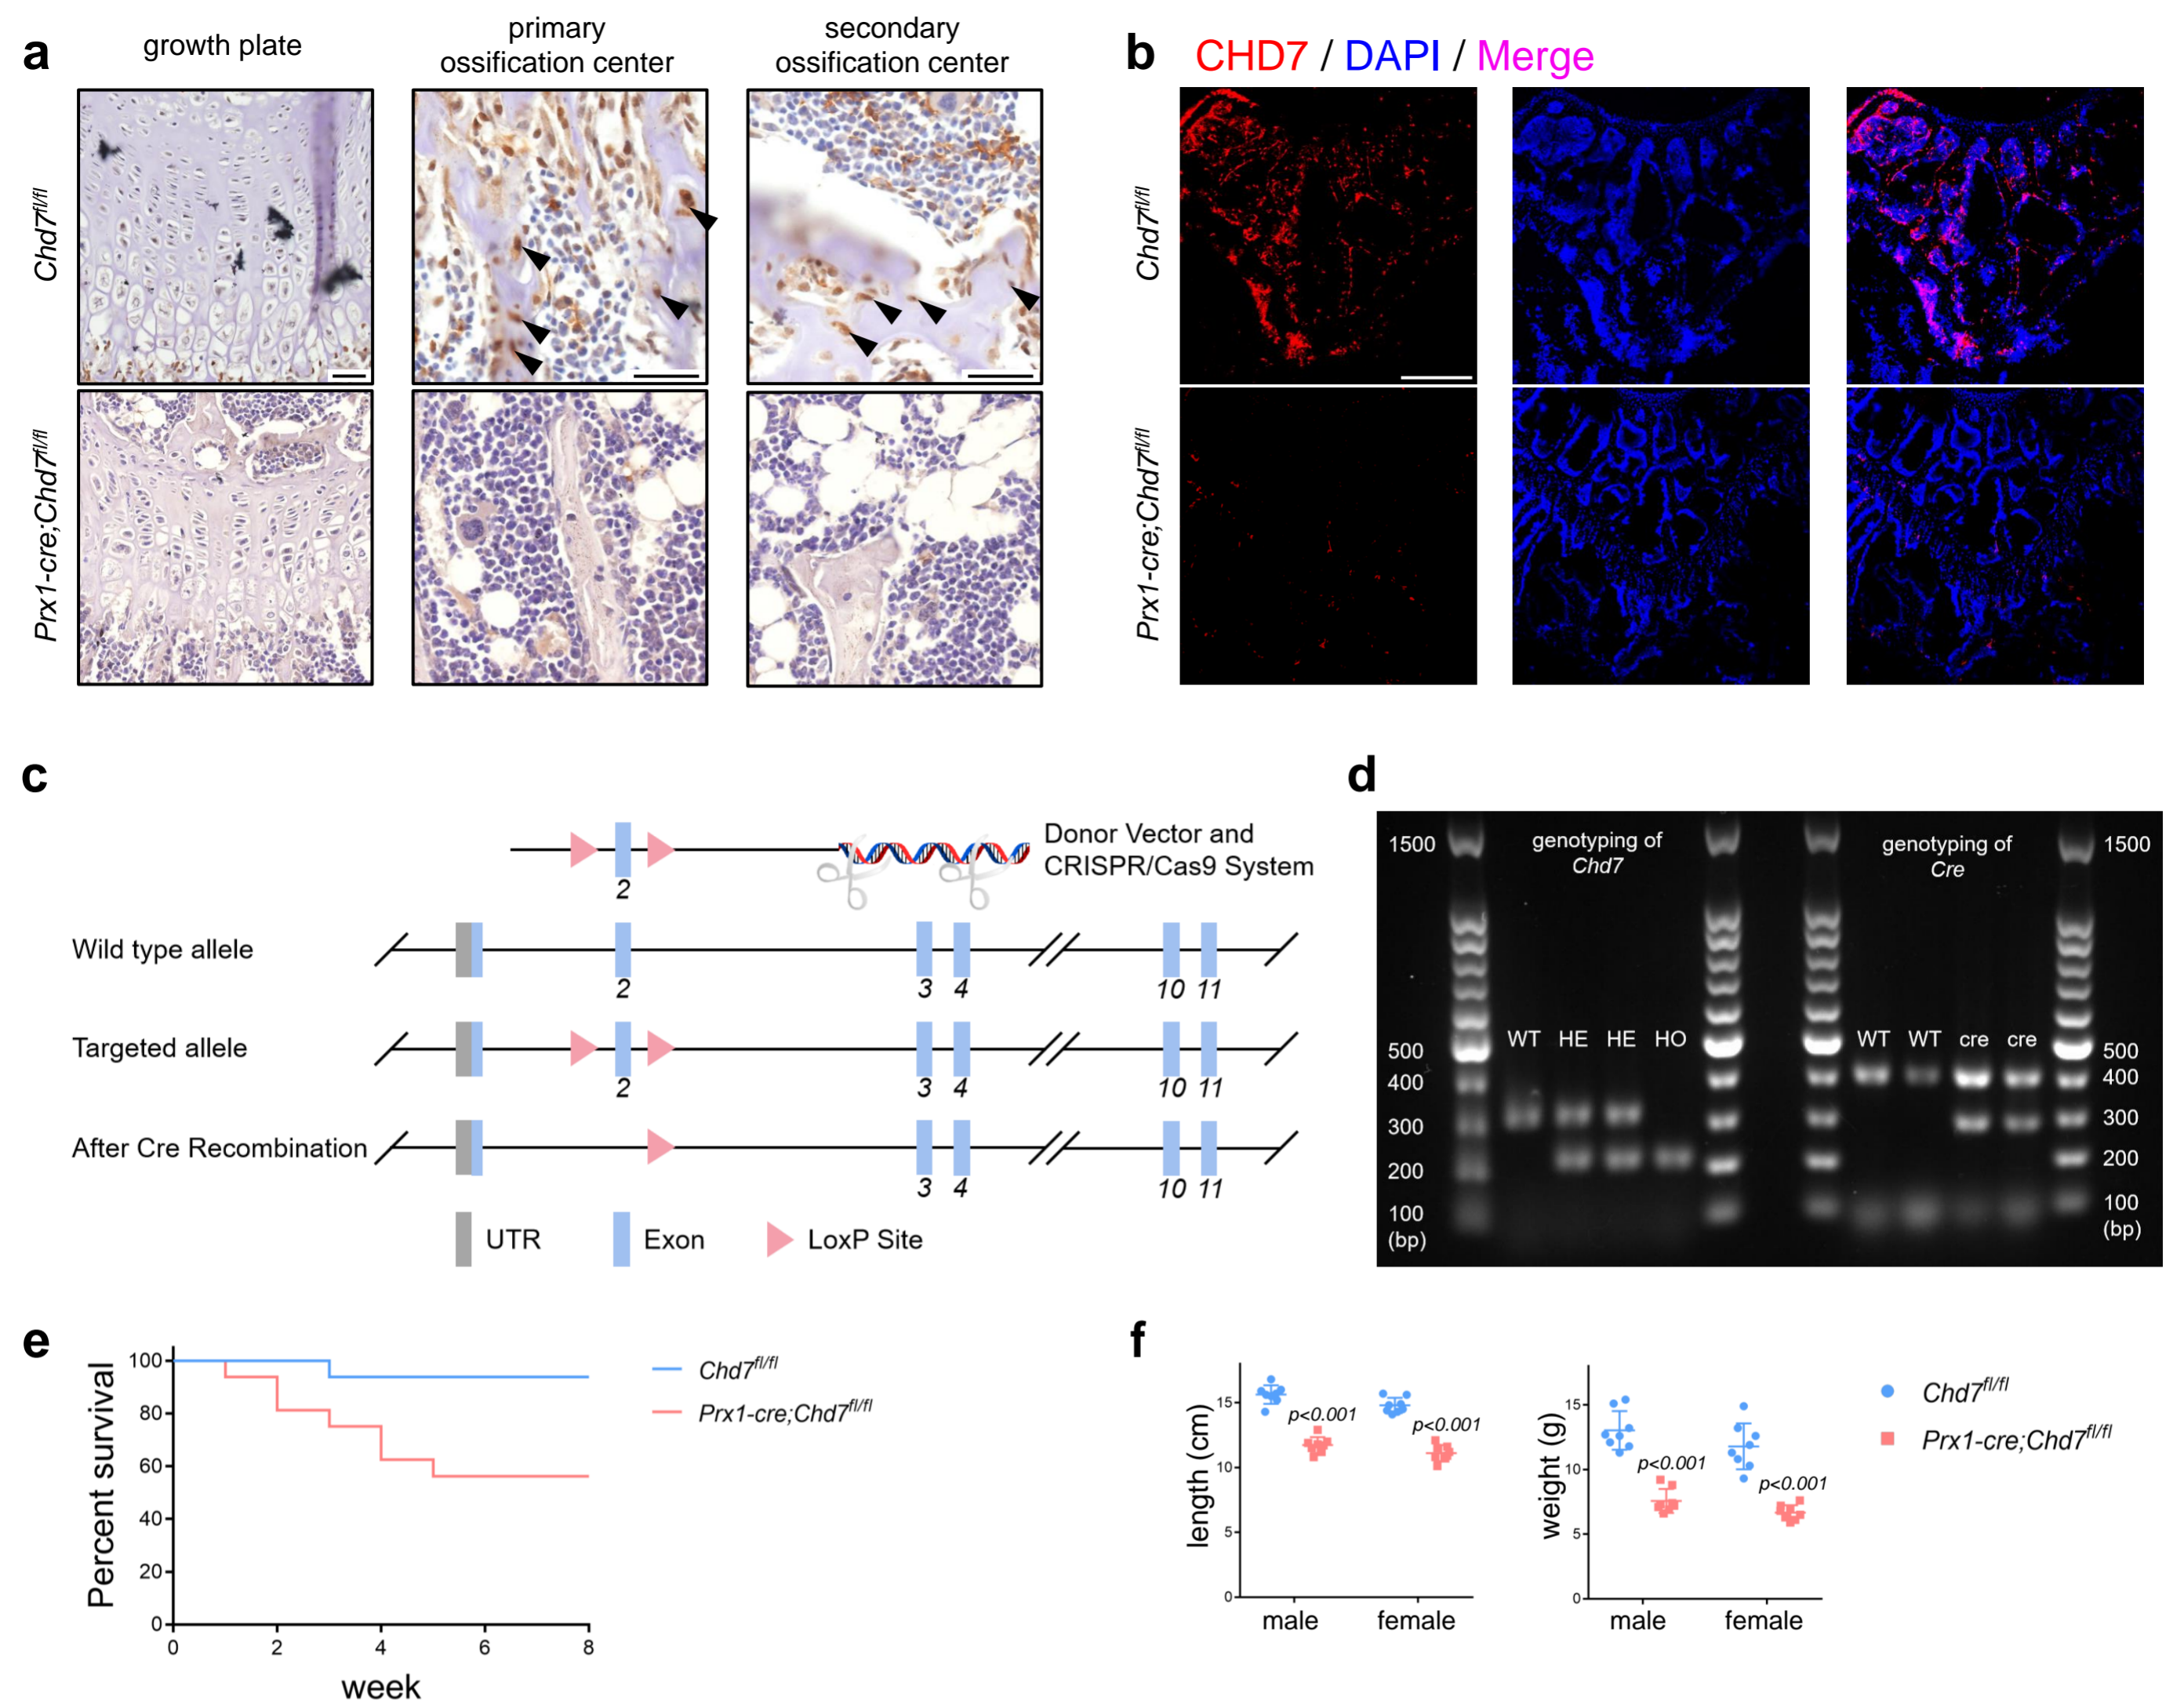

### Supplementary Figure 1 Generation of conditional *Chd7* knockout mice.

**a.** Representative immunohistochemical staining images revealed that CHD7 was present in the bone marrow and osteoblasts of mice at 4 weeks of age but was marginally expressed in chondrocytes at the growth plate. Black arrows indicate CHD7<sup>+</sup> osteoblasts and osteocytes (Scale bars, 50  $\mu$ m) (three independent experiments).

**b.** Representative immunofluorescence staining images revealed that CHD7 was present in bone marrow and osteoblasts of mice at 4 weeks of age but was marginally expressed in chondrocytes at the growth plate (Scale bar, 500  $\mu$ m) (three independent experiments).

**c.** Schematic representation of the conditional *Chd7* knockout strategy. Exon 2 was deleted after Cre-mediated recombination, resulting in translation termination.

**d.** PCR genotyping and Southern blot examination of the *Chd7* conditional knockout mice (three independent experiments). The specific primers and PCR procedure have been provided in Supplementary Table 1. Protocols for genotyping.

**e.** Survival rate of the *Chd7<sup>fl/fl</sup>* and *Prx1-cre;Chd7<sup>fl/fl</sup>* mice (n=16).

**f.** Length and weight of the *Chd7<sup>fl/fl</sup>* and *Prx1-cre;Chd7<sup>fl/fl</sup>* mice at 4 weeks old (n=8). Data are shown as the mean  $\pm$  SD; *p* value by two-tailed Student's *t* test.

**a**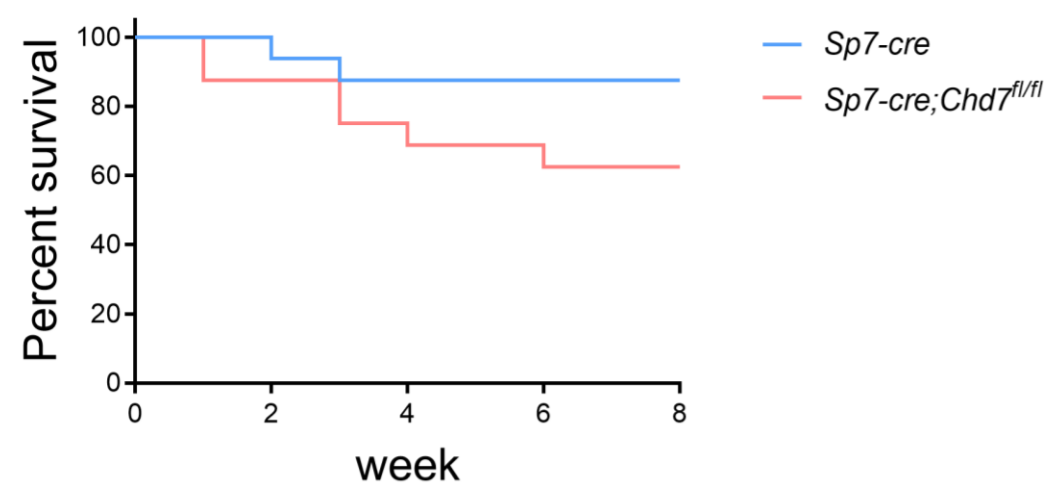**b**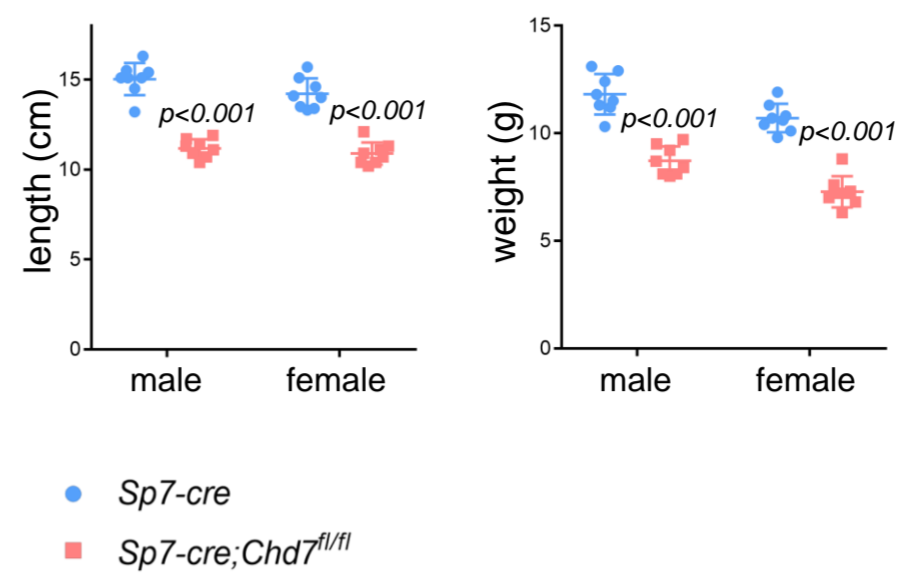**c**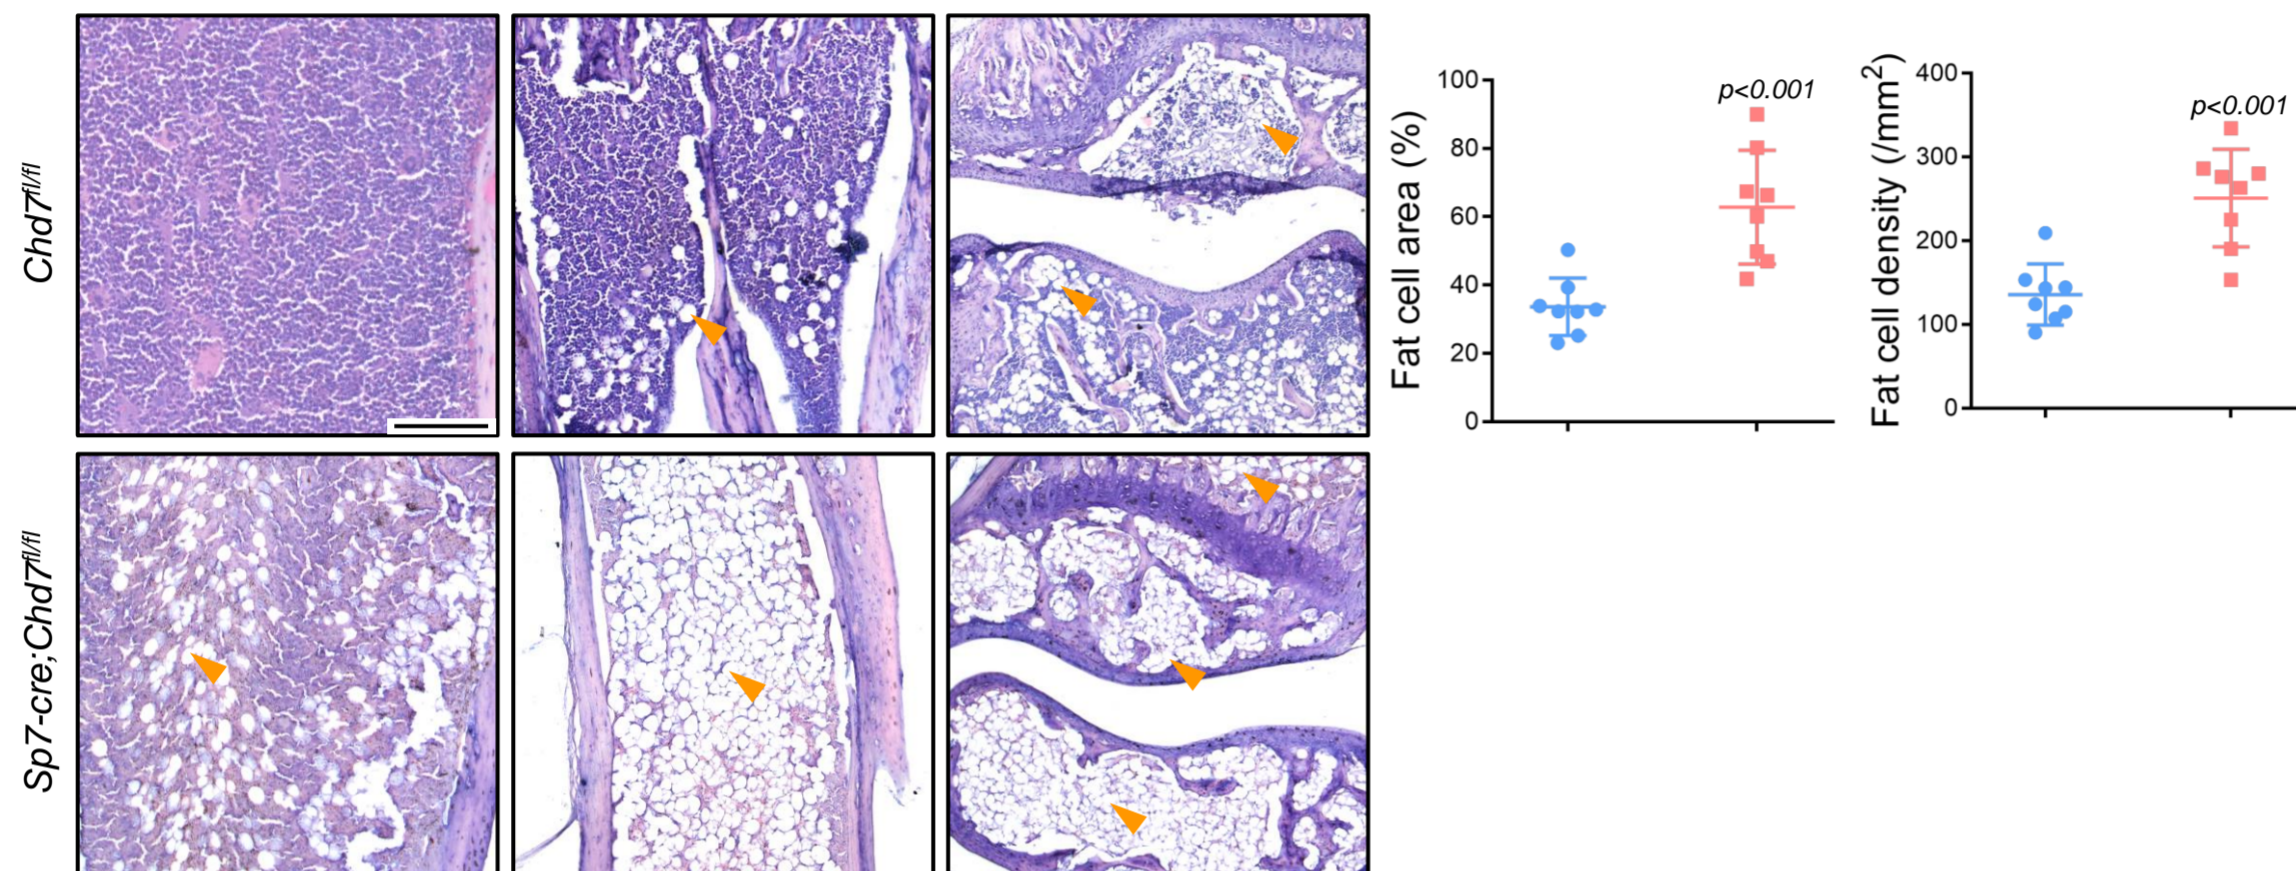

**Supplementary Figure 2 Deletion of *Chd7* in pre-osteoblasts leads to smaller size and lighter weight in whole body, and severely high marrow adiposity in tibia.**

**a.** Survival rate of the *Sp7-cre* and *Sp7-cre;Chd7<sup>fl/fl</sup>* mice (n=16). **b.** Length and weight of the *Sp7-cre* and *Sp7-cre;Chd7<sup>fl/fl</sup>* mice at 4 weeks old (n=8). **c.** Representative images and quantitative measurements of adipocytes in the mesial and distal tibia marrow in the *Sp7-cre* and *Sp7-cre;Chd7<sup>fl/fl</sup>* mice at 4 weeks old. Orange arrows indicate marrow adipose tissues. Quantitative data were obtained using the ImageJ software, including number and area of adipocytes in the distal marrow per tissue area (Scale bar, 200  $\mu$ m) (n=8). Data are shown as the mean $\pm$ SD;  $p$  value by two-tailed Student's  $t$  test.

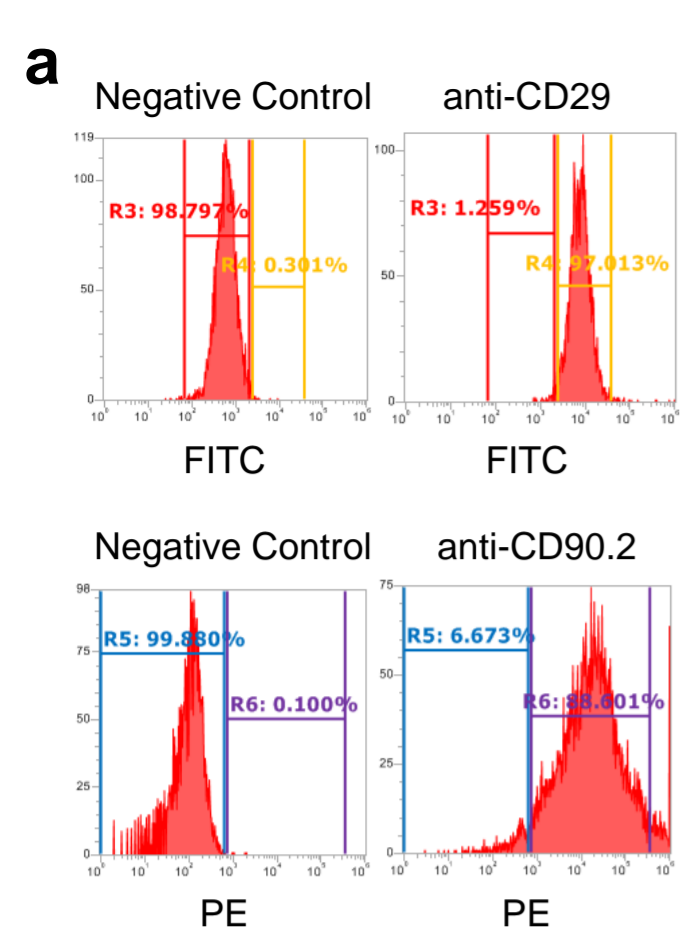

**Supplementary Figure 3** Flow cytometry to identify the primary mouse bone marrow mesenchymal stem cells.

**a.** Flow cytometry to identify the primary mouse bone marrow mesenchymal stem cells with anti-CD29 and anti-CD90.2 antibodies.

**a**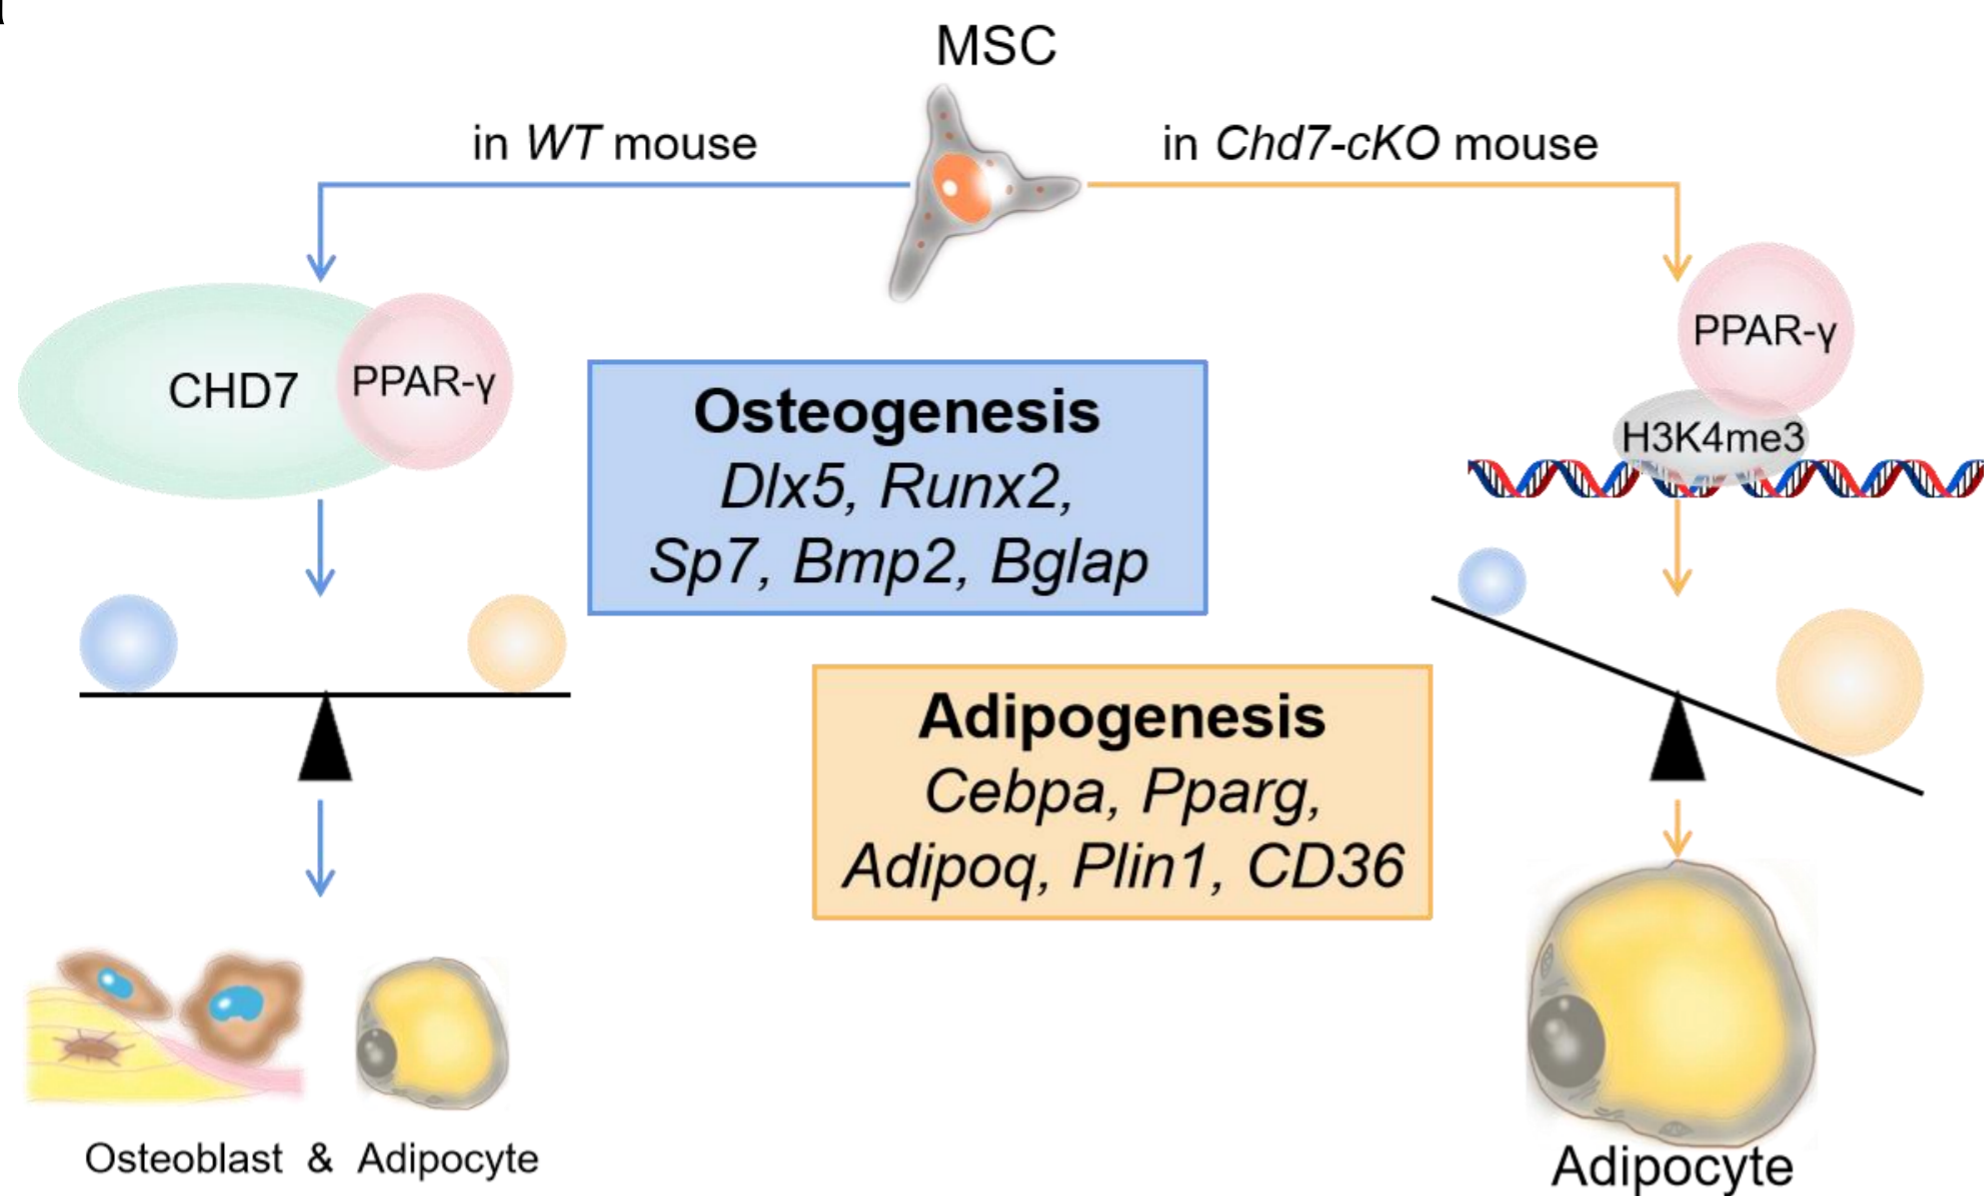

**Supplementary Figure 4 CHD7 Regulates Bone-fat Balance via Suppressing PPAR- $\gamma$  Signaling Pathway.**

**a.** A mechanistic model by which CHD7 regulates osteogenesis and cell fate decisions in bone marrow mesenchymal stem cells by suppressing the PPAR- $\gamma$  signaling pathway. When CHD7 bound PPAR- $\gamma$ , the interaction between PPAR- $\gamma$  and H3K4me3 was reduced, and consequently, the expression of the downstream adipogenic genes were downregulated, while that of osteogenic-related genes was upregulated, leading to the osteogenic differentiation of MSCs, shown as the left side of the flowchart. In contrast, when CHD7 was depleted in MSCs, PPAR- $\gamma$  colocalized with and contacted H3K4me3 and then activated the transcription of downstream adipogenic genes, leading to the adipogenic differentiation of MSCs, shown as the right side of the flowchart. This process can be demonstrated by this balance scale model.

Supplementary Table 1. Protocols for genotyping

➤ Primers for genotyping of *Chd7*

|                   |                               |
|-------------------|-------------------------------|
| PRIMER TYPE       | SEQUENCE 5' → 3'              |
| Common Forward    | CAC GGC CTT GAC TTG TGA       |
| Wild type Reverse | CAG GGG TCA CTT CCC TAA GC    |
| Mutant Reverse    | CAC CCA GGA TCC ACC TAA TAA C |

➤ Genotyping of *Chd7* PCR procedure

|      |         |       |                                            |
|------|---------|-------|--------------------------------------------|
| STEP | TEMP °C | TIME  | NOTE                                       |
| 1    | 94.0    | 2min  |                                            |
| 2    | 94.0    | 20sec |                                            |
| 3    | 65.0    | 15sec | -0.5 C per cycle decrease                  |
| 4    | 68.0    | 10sec |                                            |
| 5    | --      | --    | repeat steps 2-4 for 10 cycles (Touchdown) |
| 6    | 94.0    | 15sec |                                            |
| 7    | 60.0    | 15sec |                                            |
| 8    | 72.0    | 10sec |                                            |
| 9    | --      | --    | repeat steps 6-8 for 28 cycles             |
| 10   | 72.0    | 2min  |                                            |
| 11   | 10.0    | --    | hold                                       |

➤ Primers for genotyping of *Cre*

|                   |                                   |
|-------------------|-----------------------------------|
| PRIMER TYPE       | SEQUENCE 5' → 3'                  |
| Wild type Forward | CCA TCT GCC ACC AGC CAG           |
| Wild type Reverse | TCG CCA TCT TCC AGC AGG           |
| Mutant Forward    | ACT GGG ATC TTC GAA CTC TTT GGA C |
| Mutant Reverse    | GAT GTT GGG GCA CTG CTC ATT CAC C |

➤ Genotyping of *Cre* PCR procedure

|      |         |       |                                |
|------|---------|-------|--------------------------------|
| STEP | TEMP °C | TIME  | NOTE                           |
| 1    | 95.0    | 4min  |                                |
| 2    | 94.0    | 30sec |                                |
| 3    | 62.0    | 30sec |                                |
| 4    | 72.0    | 1min  |                                |
| 5    | --      | --    | repeat steps 2-4 for 34 cycles |
| 6    | 72.0    | 7min  |                                |
| 7    | 20.0    | 5min  |                                |
| 8    | 10.0    | --    | hold                           |

**Supplementary Table 2. Primers for quantitative RT-PCR**

|              |                            |
|--------------|----------------------------|
| mus Gapdh-F  | ACTGAGGACCAGGTTGTC         |
| mus Gapdh-R  | TGCTGTAGCCGTATTCATTG       |
| mus Dlx5-F   | CTGGCCGCTTTACAGAGAAG       |
| mus Dlx5-R   | CTGGTGACTGTGGCGAGTTA       |
| mus Runx2-F  | GGTACTTCGTCAGCATCCTATCAG   |
| mus Runx2-R  | GCTTCCGTCAGCGTCAACAC       |
| mus Osx-F    | AGAGGTTCACTCGCTCTGACGA     |
| mus Osx-R    | TTGCTCAAGTGGTCGCTTCTG      |
| mus Bmp2-F   | ACTACCAGAAACGAGTGGGAA      |
| mus Bmp2-R   | GCATCTGTTCTCGGAAAACCT      |
| mus Bglap-F  | TTGGTGACACCTAGCAGAC        |
| mus Bglap-R  | ACCTTATTGCCCTCCTGCTT       |
| mus 36b4-F   | TGAGATTCGGGATATGCTGTTGG    |
| mus 36b4-R   | CGGGTCCTAGACCAGTGTTCT      |
| mus Cebpa-F  | ACTCCTCCTTTTCCTACCG        |
| mus Cebpa-R  | AGGAAGCAGGAATCCTCC         |
| mus Pparg-F  | CATCAGGCTTCCACTATG         |
| mus Pparg-R  | CACAGCAAGGCACTTCTG         |
| mus Adipoq-F | CGTCACTGTTCCCAATGT         |
| mus Adipoq-R | ACCGTGATGTGGTAAGAG         |
| mus Plin1-F  | CCTGTGGTGAGCGGGACC         |
| mus Plin1-R  | GTGGACAGCCGACGGACC         |
| mus Cd36-F   | GAG CAA CTG GTG GAT GGT TT |
| mus Cd36-R   | GCA GAA TCA AGG GAG AGC AC |

# Supplementary material for: CHD7 regulates bone-fat balance by suppressing PPAR-γ signaling
**Source:** Nat Commun. 2022 Apr 13;13:1989. doi: 10.1038/s41467-022-29633-6
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | OsteoMeasure (Ver3.1.0.2), ImageJ (v.1.6.0), HISAT2 (v.2.0.4), Ballgown software (v.3.4.0), GSEA(v.4.0.2), Attune NxT Software (Thermo Scientific) |
| Data analysis   | GraphPad Prism; version 8.00                                                                                                                       |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Source data are provided with this paper.

The RNA-seq data generated in this study have been deposited in the NCBI database under accession code GSE167886 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE167886>].

The ChIP-seq data were obtained from the publicly available sequencing datasets in NCBI database under accession code GSM2104246 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM2104246>] and GSM1571714 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM1571714>].

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine the sample size. Sample size was determined according to previously published paper in relevant field and prior experience in our laboratory(Weiqing Liu et al, Nature Communications, 2016; Yunshu Wu et al, Nature Communications, 2018).                                       |
| Data exclusions | All inclusion/exclusion criteria were pre-established and no samples or animals were excluded from the analysis.                                                                                                                                                                                                                 |
| Replication     | All experiments were performed as technical or biological replicates as appropriate for the experimental design.                                                                                                                                                                                                                 |
| Randomization   | Animals were allocated into control or experimental group according to their genotype. The conditional knockout mice were set as experimental group, and their wild type littermates set as control group.                                                                                                                       |
| Blinding        | As the whole body type of the conditional knockout mice and the their wild type littermates were different from birth, were not able to carry out experiment with blinding during the raising, administration, and sacrificing period. Therefore, blinding was performed later in the outcome assessment by other investigators. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

For IHC or IF Staining:

rabbit anti-CHD7 antibody (abcam, ab117522, 1:200);  
mouse anti-PPAR- $\gamma$  antibody (Santa Cruz, sc-271392, 1:100);  
rabbit anti-Tri-Methyl-Histone H3 (Lys4) antibody (CST, #9751, 1:100);

Secondary antibody: goat anti-mouse antibody Alexa Fluor 488 (abcam, ab150113, 1:100) and goat anti-rabbit antibody Alexa Fluor 647 (abcam, ab150083, 1:100);

For Co-IP or ChIP:

protease/phosphatase inhibitor cocktail (CST, #5872, 1:100);  
rabbit (DA1E) mAb IgG XP® Isotype Control (CST, #3900, 1:100);  
rabbit anti-PPAR- $\gamma$  antibody (CST, #2443, 1: 100);

For WB:

rabbit anti- $\alpha$ -tubulin antibody (Beyotime, AF0001, 1:5000);  
rabbit anti-CHD7 antibody (abcam, ab117522, 1: 1000);  
mouse anti-RUNX2 antibody (Santa Cruz, sc-101145, 1: 1000);  
mouse anti-Alkaline Phosphatase antibody (Santa Cruz, sc-271431, 1: 1000);  
rabbit anti-PPAR- $\gamma$  antibody (CST, #2443, 1: 1000);

mouse anti-PPAR- $\gamma$  antibody (Santa Cruz, sc-271392, 1: 1000);  
rabbit anti-Tri-Methyl-Histone H3 (Lys4) antibody (CST, #9751, 1: 1000);

Secondary antibody: HRP-labeled Goat Anti-Rabbit IgG (Beyotime, A0208, 1:5000); HRP-labeled Goat Anti-Mouse IgG (Beyotime, A0216, 1:5000)

For flow cytometry:  
FITC anti-mouse/rat CD29 Antibody (BioLegend, 102205; 1:500);  
PE anti-mouse CD90.2 Antibody (BioLegend, 105307; 1:500);  
PE anti-mouse CD31 Antibody (BioLegend, 102507; 1:500);  
APC anti-mouse CD45 Antibody (BioLegend, 103111; 1:500)

#### Validation

rabbit anti-CHD7 antibody (abcam, ab117522, 1: 200); Application: ICC/IF, WB, IHC-P; Species Reactivity: Mouse, Human;  
mouse anti-PPAR- $\gamma$  antibody (Santa Cruz, sc-271392, 1: 100); Application: WB, IP, IF, ELISA; Species Reactivity: mouse, rat, human;  
rabbit anti-Tri-Methyl-Histone H3 (Lys4) antibody (CST, #9751, 1: 100); Application: WB IHC, IF, F, ChIP, C&R; Species Reactivity: mouse, rat, human, monkey, Dm, Sc;  
rabbit anti-PPAR- $\gamma$  antibody (CST, #2443, 1: 100); Application: WB, IP, IF, ChIP; Species Reactivity: Mouse, Human;  
rabbit anti- $\alpha$ -tubulin antibody (Beyotime, AF0001, 1:5000); Application: WB, ICC, IHC, IF; Species Reactivity: mouse, rat, human;  
mouse anti-RUNX2 antibody (Santa Cruz, sc-101145, 1: 1000); WB, IP, IF, IHC-P, ELISA; Species Reactivity: mouse, rat, human;  
mouse anti-Alkaline Phosphatase antibody (Santa Cruz, sc-271431, 1: 1000); Application: WB, IP, IF, IHC-P, ELISA; Species Reactivity: mouse, rat, human;

## Animals and other organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research

#### Laboratory animals

Based on CRISPR-Cas9 approach, Chd7fl/+ mice were generated with C57BL6/J background. Prx1-Cre and Sp7-cre mice were purchased from the Jackson Laboratory (Bar Harbor, ME) and were crossed with Chd7fl/+ mice for more than three generations to obtain Prx1-Cre;Chd7fl/fl mice and Sp7-Cre;Chd7fl/fl mice conditional knockout mice. Female and male mice (P0-P28) were used in our study. Temperature (23 $\pm$ 2°C) and humidity (55%) were held constant in animal housing.

#### Wild animals

This study did not involve wild animals.

#### Field-collected samples

This study did not involve samples collected from the field.

#### Ethics oversight

Approvals for all the protocols were obtained from the Subcommittee on Research and Animal Care (SRAC) of Sichuan University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

After trypsin digestion, centrifugation and resuspension, the cultured cells were equally divided into five tubes. One tube was used as blank control, and the other four tubes were added with corresponding antibodies and incubated in the dark at 37 °C for 10 minutes. PBS were added in each tube before loading samples.

#### Instrument

Attune NxT Flow Cytometer (Thermo Scientific)

#### Software

Attune NxT Software (Thermo Scientific)

#### Cell population abundance

Around  $6 \times 10^4$  cells were loaded in each sample.

#### Gating strategy

Gate was determined by excluding more than 99.5% cells in the blank control sample. Cells whose relative fluorescence intensity is above the gate were defined to be positive.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

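RNA-seq libraries of MSCs from Chd7fl/fl mice and from mice labelled Prx1-cre;Chd7fl/fl were compared 5 days after osteogenic or adipogenic induction, with 3 libraries per group and 12 in all. The samples were assigned to groups by their labels. The authors deposited one table of FPKM, with a column for each library. According to the paper, libraries were made with a NEBNext Ultra kit and sequenced on an Illumina HiSeq, quality was checked with FastQC and the FASTX toolkit, and the software listed for the further steps includes HISAT2 and Ballgown. The paper's text does not name the genome build, the annotation, the depth, the use of strand or any filter on genes. No raw reads were used here.

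Gene identifiers were matched to GENCODE M21 on GRCm38, and 54409 of 54532 (99.8%) had a symbol. Of all genes, 30520 were above 0 in at least 1 library. The FPKM of a library summed to between 295244.11 and 380097.42. The value of 1 fragment was estimated for each library from the exonic lengths, and in this way 17496343 to 21099588 fragments per library were recovered on genes. Divided by the median ratio of each library to the geometric mean library, the recovered scale of the libraries was constant to within 0.0865% of its mean, so the deposited FPKM had already been scaled by median ratios and not by mapped fragments alone. Fragments on a gene are not independent molecules where amplification copied them, so intervals cover counting error only.

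Differential expression was tested in R 4.3.3 with limma 3.58.1 on log2(FPKM + 1), with a mean-variance trend, a mean for each of the 4 groups and Benjamini-Hochberg adjustment, at an adjusted p of 0.05. Genes with an FPKM of at least 1 in at least 3 libraries were tested. The contrasts were knockout against control in each medium, the interaction of genotype and medium, and adipogenic against osteogenic medium in control libraries. Gene lists were tested with fgsea 1.28.0 on genes ranked by the signal-to-noise ratio of FPKM, with the SD held at 0.2 times the mean or more, 10000 random sets and seed 20. The 6 tests of 3 lists in 2 media were adjusted together. The lists were written from general knowledge, apart from those copied from Fig. 5b and Fig. 5d. Means over gene lists were compared with exact permutation tests, two-sided, for which 3 against 3 libraries cannot go below 0.1. Differences between the media were tested by permuting the genotype within each medium, with 400 arrangements and a smallest p of 0.005. This takes the libraries of the 2 media as independent. If same-numbered libraries of a genotype came from 1 culture, 3 cultures against 3 could not go below 0.1. Figures were drawn in Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9.

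The choices of model, gene lists and alternatives were set before the data were examined, apart from limma voom on the recovered fragments and a list of 14 glucocorticoid-induced genes, which were added after seeing the data. The alternatives were a pseudocount of 0.1, no filter on low values, values rescaled to the same sum of FPKM per library (TPM), values scaled by the median ratio to the geometric mean library, no trend, only the 6 libraries compared, the replicate number as a block, another ranking of genes, Reactome gene sets, and each library left out in turn. The pairing of libraries by replicate number comes from the sample labels, in which the control and knockout libraries are numbered 1 to 3 in each medium. The paper does not say that equal numbers were processed together.

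The genes named are Chd7, those of Fig. 4d, Fig. 4g, Fig. 5b and Fig. 5d, the qRT-PCR reference genes, the genes of flow cytometry markers, X- and Y-linked genes, the marker genes of the lists used in a test, up to 5 leading genes of each list, and in each medium the 5 largest increases and the 5 largest decreases among significant genes whose groups did not overlap. Y-linked Ddx3y was present and Xist close to 0 in all 12 libraries. The procedure was tested on simulated data with 200 changed genes among 12871, of which 179 were called, along with 4 unchanged genes. A raised set of 60 genes scored 3.21 there, and 2 of 100 random sets had a p under 0.05. Each gene was simulated independently, with the same spread in all libraries. The simulation therefore cannot tell how often the gene list test errs with correlated genes or an outlying library. The qRT-PCR, histology, ChIP and protein experiments of the paper were not analysed here.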

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

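Of the tests in this part, those of strain background, of exchanged media, of endothelial RNA and of the depth behind the endothelial genes were chosen only after the result was seen. The list of glucocorticoid-induced genes was also drawn up after Fkbp5 had been seen among the largest changes.

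The effect of the genotype label differed between the media for 2630 genes by the limma interaction, 1397 with a more positive and 1233 with a more negative difference in adipogenic medium. Of the 32 assignments of genotype within each medium that part all same-numbered libraries, 2 gave as many genes. The second is the exchange of all 3 adipogenic pairs, which tests the sum of both effects and gave 2924 genes, and the remaining assignments gave 0 to 1088. Across the 12871 genes the fold changes in the 2 media were unrelated (Pearson's r 0.00907, Spearman's rho 0.0321, where genes are not independent replicates). Of 643 genes that passed in both media, 344 changed in the same direction and 299 in opposite directions.

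Among 39 genes, namely Chd7, the tested genes of Fig. 4d, Fig. 4g, Fig. 5b and Fig. 5d and the largest changes in each medium, 16 passed for the interaction, 10 with a more positive difference in adipogenic medium and 6 with a more negative one. The differences of the log2 fold changes were 5.00 for Fkbp5, 2.56 for Cd163, 2.34 for Cdo1, 1.97 for Fabp4, 1.54 for Plin2, 1.28 for Lpl, 0.99 for Bglap2, 0.88 for Dlx5, 0.59 for Runx2 and 0.54 for Cpt1c. They were -5.31 for Clec4n, -4.64 for Slpi, -3.71 for Mmp12, -3.36 for Ednrb, -2.01 for Aldh1a2 and -1.20 for Cd36. The mean of the genes of Fig. 5b was lower in knockout libraries in osteogenic medium by -0.13 and higher in adipogenic medium by 0.19, a difference of 0.32. The mean of the genes of Fig. 5d differed by -0.07 in osteogenic and 0.53 in adipogenic medium, a difference of 0.60. For both lists the exact permutation p of the difference was 0.005, the smallest that 400 arrangements allow. It takes the libraries of the 2 media as independent. If same-numbered libraries of a genotype came from 1 culture, a p under 0.1 could not be reached. The authors may have chosen these genes from the same libraries, so the p of 0.005 cannot show stability. With the macrophage score as a covariate, 3 of 3 of Fabp4, Plin2 and Lpl stayed lower in osteogenic medium and passed, at -0.79, -0.55 and -0.96. The score had an SD of only 0.00593 in control and 0.0168 in knockout libraries there, against 0.409 and 0.194 in adipogenic medium, so its slope came mostly from the adipogenic libraries and the covariate cannot exclude macrophage RNA in osteogenic medium.

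Fkbp5 (ENSMUSG00000024222), a gene induced by glucocorticoids, was among the largest decreases in osteogenic and among the largest increases in adipogenic medium. It was at 31.5 ± 1.01 FPKM in control and 6.46 ± 0.384 FPKM in knockout libraries in osteogenic medium, and at 4.35 ± 0.961 and 38.2 ± 7.19 FPKM in adipogenic medium (SD, n = 3). The mean of 12 other glucocorticoid-induced genes differed by -0.56 in osteogenic and by 1.04 in adipogenic medium, and this difference between the media of 1.60 had an exact permutation p of 0.005, the smallest possible (adjusted p = 0.015 over 6 scores). This p also takes the libraries of the 2 media as independent. The signs held under both other scalings and a pseudocount of 0.1. Tsc22d3, Per1, Zbtb16, Klf9 and Dusp1 each passed in both media, lower in osteogenic and higher in adipogenic medium. Not every gene of the list did so, since Cebpd was lower in both (-0.02 and -0.80), Errfi1 higher in both (0.02 and 0.35), and Mt2 and Pdk4 hardly moved in osteogenic medium (-0.07 and -0.11). A difference in exposure to glucocorticoid is therefore a candidate explanation. Dexamethasone was stated at 10 nM in osteogenic and 1 µM in adipogenic medium. Between osteogenic and adipogenic medium, the mean of the 12 genes rose with the stated dose from 3.92 to 5.12 in the libraries labelled knockout and went from 4.48 to 4.08 in the controls. Depth does not account for it, since the ratio of rates of Fkbp5 had an upper bound of 0.213 in osteogenic and a lower bound of 8.23 in adipogenic medium (95%, exact binomial). With the macrophage score as a covariate the fold changes were -2.25 and 2.38, which goes against macrophage RNA in adipogenic medium and is a weak test in osteogenic medium for the reason above. An exchange of the media of the control libraries was tested on 4795 genes that follow medium in the knockout libraries, without the glucocorticoid genes. The controls labelled adipogenic lay 0.137 further towards the adipogenic side than those labelled osteogenic, which goes against an exchange. The margin is narrow, with the lowest adipogenic control at 0.204 and the highest osteogenic control at 0.202. Exposure itself was not measured, and whether a difference in it would have arisen in the culture or from the genotype was not tested.

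The mean of 18 proliferation genes was higher in knockout libraries in osteogenic medium by 0.33 and lower in adipogenic medium by -0.50, a difference between the media of -0.83 (exact permutation p = 0.005, the smallest possible, adjusted p = 0.015 over 6 scores). This p again takes the libraries of the 2 media as independent. Without control library 2, the adipogenic difference was -0.25. The directions held under both other scalings. When rescaled to TPM the adipogenic groups overlapped. A genotype that shifts proliferation in 1 direction would have given the same sign in both media, and these signs were opposite. Technical explanations other than scaling were not tested for these genes, and the pattern cannot be told apart from them.

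Outside the genes the paper discusses, 5 genes separated all 6 knockout from all 6 control libraries and differed by more than 4-fold on the mean over the media. The mean log2 difference was 4.49 for BC002163, 3.84 for Gm10036, 2.79 for Gm13453, 2.02 for 2610507I01Rik and -2.81 for Gm18860. The first 3 were the largest increases in each medium. They are not on the chromosome of Chd7, since 0 of the 10 genes changed over 2-fold in the same direction in both media lie on chromosome 4 (exact binomial p = 1, one-sided), which goes against a block of donor sequence around the targeted gene. Of the 5 genes, 4 are processed pseudogenes, against 6.00% of all tested genes (Fisher's exact p = 6.12e-05), and they lie on 5 chromosomes. From 77.0% to 81.0% of the 31-base words of the first 3 occur in transcripts of other genes, of which Ndufs5, Rpl11 and Atp6v1g1 share the most. The share is 41.6% for Gm18860 and 0% for 2610507I01Rik, which is not a pseudogene. Reads shared with parent genes are therefore a candidate explanation of the level of the first 3, but not of 2610507I01Rik. A difference in strain background between the genotypes is a candidate explanation of the contrast. The paper describes littermate controls and a floxed allele made on C57BL6/J, which goes against it without excluding it. The paper's text does not name the background of the Prx1-cre mice. The parents did not move by as much. In osteogenic and adipogenic medium the log2 fold changes were -0.64 and -0.51 for Ndufs5, -0.02 and -0.12 for Rpl11, and 0.10 and 0.64 for Atp6v1g1. Ndufs5 passed as lower in both media (limma adjusted p = 0.000147 and 0.000126), opposite to BC002163. Rpl11 passed in neither medium, and Atp6v1g1 passed only in adipogenic medium, as higher (limma adjusted p = 0.000152). A biological reading of the 5 genes cannot be told apart from a difference in strain background.

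The mean of 7 endothelial genes, which the paper does not discuss, was higher in the libraries labelled knockout by 0.52 in osteogenic and 0.30 in adipogenic medium, in 3 of 3 libraries of each medium (exact permutation p = 0.1 in each, the smallest possible), and under both other scalings. RNA from endothelial cells would raise all of these genes by a common factor, and a permutation test on random tables rejected a common factor for the 7 genes in osteogenic medium (p = 0.0001, the smallest these tables can give). Without Kdr, left out after its values were seen, the same test did not reject it (permutation p = 0.130), and 70.3% of the chi-square came from Kdr. Kdr had 445 fragments in knockout and 502 in control libraries, Pecam1 496 and 138, Cdh5 644 and 146, Emcn 583 and 122, Tie1 135 and 43, Tek 63 and 11, and Cldn5 2 and 0. Depth does not account for it, with 1.02 times the fragments in knockout libraries. Because leaving out the gene with the largest deviation favours a common factor, and fragments are not independent, the second test does not show one. RNA from endothelial cells with unequal expression of these genes is neither shown nor excluded.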

How the results depend on the processing

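The direction of the osteogenesis score in osteogenic medium and its p under 0.05 held under the 5 alternatives run (1.92 to 2.11) and the 6 fits that each left out a library (1.75 to 1.98). The osteogenesis score in adipogenic medium likewise held, from 1.93 to 2.08 and from 1.65 to 2.19. The PPAR score in osteogenic medium stayed negative and the one in adipogenic medium positive under every alternative run. No Reactome set for osteogenesis was found, so that alternative was not run for this list. Scaling by the median ratio could hardly move any result, because the deposited values are already on that scale. The cause was not tested for any change below.

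With only the 6 libraries compared, 3418 genes passed in osteogenic medium against 1170, 1671 in adipogenic medium against 4276, and 490 between media in controls against 2935. With the replicate number or the culture as a block the counts were 2796 (osteogenic), 726 (adipogenic), 1722 (interaction, against 2630) and 1943 (medium). Of these, 1105, 718, 1666 and 1865 were also called in the fit over all 12 libraries without the block. The osteogenic and adipogenic block fits used only the 6 libraries compared, so the effect of the block itself is seen against 3418 and 1671. Rescaled to TPM, 509 genes passed in osteogenic medium. The rescaling moved the median log2 fold change of all genes by 0.17 in adipogenic medium, 0.19 for the interaction and -0.12 for the medium. With it 78.3% of 4130 genes were higher in adipogenic medium against 50.4%, 74.8% of 2223 for the interaction against 53.1%, and 30.9% of 2106 for the medium against 46.1%. Limma voom on recovered fragments, chosen after seeing the data, gave 1153, 3993, 2485 and 2594 genes.

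Across fits that each left out a library, the number of genes was 532 to 670 in osteogenic medium, 2791 to 6569 in adipogenic medium, 1798 to 5434 for the interaction and 1361 to 6156 for the medium. The highest value of each of the last 3 came from leaving out control library 2 in adipogenic medium. The adipogenesis score in adipogenic medium was -1.21 to 1.402 across these fits and was reversed in direction by leaving out that library alone.

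Ranges over the alternatives in this paragraph do not include the fits that each left out a library. Chd7 in osteogenic medium had an adjusted p of 0.0474 with only the 6 libraries compared (fold change -0.20, limma adjusted p 0.0474 to 0.313 over the alternatives). In adipogenic medium its fold change was 0.28 when rescaled to TPM (limma adjusted p = 0.0449, 0.0449 to 0.628 over the alternatives). With single libraries left out, its limma adjusted p reached 0.401 in osteogenic and 0.870 in adipogenic medium. The adipogenesis score in adipogenic medium was 1.38 without a filter (fgsea adjusted p = 0.0396, 0.0396 to 0.668 over the alternatives). The PPAR score in osteogenic medium was -1.63 with the block (fgsea adjusted p = 0.0229, 0.0229 to 0.450 over the alternatives, up to 0.515 with single libraries left out). The block also changed the ranking to limma's moderated statistic, which without a block gave -1.43 (fgsea adjusted p = 0.0761). The adipogenesis score in osteogenic medium, 1.35 as reported, was -1.16 with the Reactome set. For single genes named in addition, each result was counted once per setting. Leaving out a library changed 36 of these to weaker and 4 to stronger. The other alternatives changed 23 to weaker and 6 to stronger, and in 13 the fold change of a gene too low to be tested moved by more than its spread. None of these reversed. Bmp2 and Adipoq were left out of the tests by the filter on FPKM.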

Differences from the paper's values

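In osteogenic medium the normalized enrichment score of the osteogenesis list was 1.92, and the paper's is about -1.3 in Fig. 5a, read by eye. The paper's text does not name its gene set. None of the alternatives set before the data were examined closed the gap, and leaving out each library gave 1.75 to 1.98. The score of the PPAR list in osteogenic medium was -1.03, and the paper's is about 1.5 in Fig. 5a, read by eye. None of the alternatives set before the data were examined closed this gap either. In adipogenic medium the score of the PPAR list was 1.19, and the paper's is about 1.4 in Fig. 5c, read by eye. None of the alternatives set before the data were examined closed the gap. The nearest was 1.32, with values rescaled to TPM.

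The paper reports lower Dlx5, Runx2, Sp7, Bmp2 and Bglap in osteogenic medium by qRT-PCR (Fig. 4d). In the libraries only Runx2 passed, at -0.31. Bglap was 0.18 higher (limma adjusted p = 0.505), but at 0 to 2 fragments in control and 2 to 3 in knockout libraries this shows no direction, and it was tested only because of its values in adipogenic medium. The paper reports higher Cd36 in adipogenic medium by qRT-PCR (Fig. 4g), where the libraries gave -1.35. The mean of the macrophage genes was lower there too, by -0.67 with overlapping groups, so macrophage RNA was not excluded as a source of this difference. By qRT-PCR the paper also reports higher Pparg and Cebpa in adipogenic medium. These were higher in the libraries by 0.68 and 0.58 but did not pass after adjustment over all genes. Without control library 2 in adipogenic medium, Pparg passed (limma adjusted p = 0.000995) and so did Cebpa (limma adjusted p = 0.00333), and without knockout library 1 Pparg passed at 0.0499 and Cebpa at 0.0172. Over the fits that each left out a library, the limma adjusted p ranged from 0.000995 to 0.304 for Pparg and from 0.00333 to 0.244 for Cebpa. Adipoq and Plin1, also reported higher there, were too low to be tested, as was Bmp2 in osteogenic medium. The paper states that enhancement of PPAR signaling was significant in both media, and here the score was positive in adipogenic medium and did not pass under any setting run, while in osteogenic medium it was negative under every setting run.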

Other observations

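In this part, the tests of library depth, of control library 2, of the macrophage genes, of Gapdh and of genotype exchanged in 1 medium were chosen only after the result was seen. The others were chosen before.

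Splits of the 6 libraries of a comparison were counted among those that part all same-numbered pairs, since the replicate number joins libraries of both groups. For the genes passing in osteogenic medium 1 of 4 such splits, the real one, gave as many, and the others gave 0 to 2. In adipogenic medium 1 of 4 gave as many and the others gave 0, while splits that part 1 pair gave up to 1628 genes. For adipogenic against osteogenic medium in controls it was 1 of 4, with 2935 genes (4932 at an unadjusted p under 0.05) against 0. Of all 10 splits, 1 was as large in each case. A share below 0.1 cannot be reached with 10 splits. For the osteogenesis score the splits as large were 1 of 4 in each medium, and 3 and 1 of all 10 in osteogenic and adipogenic medium. For the PPAR score they were 2 of 4 in osteogenic and 1 of 4 in adipogenic medium, and 2 of all 10 in each. For the adipogenesis score they were 1 of 4 in osteogenic and 3 of 4 in adipogenic medium, and 1 and 6 of all 10. The score of the osteogenesis list in adipogenic medium was 2.07 (fgsea adjusted p = 0.000582 from permutation of genes, with no random set as extreme), led by Omd, Ibsp, Bmp4, Tmem119 and Bglap. The score of the adipogenesis list in osteogenic medium was 1.35 (fgsea adjusted p = 0.0865).

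Several technical explanations of the genes that differ by genotype were tested. With each library's trend with gene length removed 1153 genes passed in osteogenic and 4329 in adipogenic medium, of which 1066 and 3906 had passed before, and with the trend with GC content removed 1123 and 4327, of which 1033 and 3778. Scaled on the fragments outside the 10 most abundant genes, 950 and 4307 passed, with 838 and 3585 shared. With the macrophage score as a covariate 2971 and 3222 passed, with 1170 and 1704 shared. The macrophage score differed by genotype with an exact permutation p of 0.1 in osteogenic and 0.2 in adipogenic medium. Mean depth was 1.02 and 0.962 times that of the controls. The macrophage covariate is a weak test in osteogenic medium, where the score hardly varied within the groups (SD 0.00593 and 0.0168), so macrophage RNA cannot be excluded there. In adipogenic medium 1704 of the 4276 genes stayed with this covariate, so macrophage RNA cannot be excluded for those that were lost. None of the explanations other than macrophage RNA accounts for the counts as a whole. The splits above cannot tell, so the genotype as their source remains a hypothesis.

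Control library 2 in adipogenic medium lay at 0.201 on an axis from osteogenic (0) to adipogenic (1) medium set by 4808 genes of the knockout libraries. The highest control in osteogenic medium lay at 0.209 and the other adipogenic controls at 0.371 and 0.373. An osteogenic control under a wrong label would fit this position, but other values go against it. The mean of the 12 glucocorticoid-induced genes was 3.96 in this library, 4.12 and 4.17 in the other adipogenic controls and 4.45 to 4.53 in the osteogenic controls, and Fkbp5 was at 5.46 FPKM, against 30.6 to 32.6 FPKM in the osteogenic controls. Its mean r was highest with the osteogenic libraries labelled knockout (0.983), whose mean of these 12 genes was 3.90 to 3.94. BC002163 was at 2.10 FPKM in it and at 40.3 FPKM or more in those libraries, which goes against a sample exchanged with them. Thinned to equal depth, its mean correlation was still higher by 0.0409 with the osteogenic controls than with the other adipogenic controls, so depth does not account for it. With the macrophage score regressed out the difference was -0.000386. The score was 8.36 and 8.24 in the other adipogenic controls, 7.60 in this library and 7.28 to 7.83 in all but those 2, so regressing it out removes their contrast whatever the cause, and a smaller share of macrophages cannot be told apart from other causes.

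Chd7 was not lower in the libraries labelled knockout in adipogenic medium. Depth does not account for it, since the lower bound of the ratio of rates was 1.03 there, and the ratio was 0.825 in osteogenic medium. With the macrophage score as a covariate the fold change was 0.18. Exchanged genotypes in adipogenic medium were tested in 2 ways. The 1170 genes of the osteogenic signature differed by 0.0330 between the adipogenic groups, where 1 is the difference in osteogenic medium, which alone cannot tell. With the adipogenic genotypes exchanged, 4 genes (Fkbp5, Clec4n, Nqo1 and Slpi) separated all 6 from all 6 libraries, by more than 4-fold on the mean over the media, against 5 with the labels as given. The 4 were named after their values were seen, and the count alone does not weigh the genes. BC002163 (0.559 to 2.10 FPKM in controls, 40.3 to 52.6 in libraries labelled knockout), Gm10036 (1.99 to 4.14 and 51.9 to 68.9) and Gm18860 (5.85 to 6.96 and 0 to 0.146) follow the labels in all 12 libraries, which goes against an exchange. Deletion of exon 2 alone may leave the remaining exons transcribed, and reads by exon were not analysed here.

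The 19 macrophage genes lay high in all libraries. In 12 of 12 their median was in the top 10% of expressed genes, and the lowest median percentile was 98.3, while the median percentile of MSC surface genes was 72.6 to 82.7. These genes made up 3.34% to 6.30% of the sum of FPKM. RNA from macrophages in the cultures is a candidate source, which may differ between libraries. The mean of the macrophage genes was lower in knockout libraries by -0.17 in osteogenic and -0.67 in adipogenic medium, the latter with overlapping groups, and was lower under both other scalings. Their share of the sum of FPKM did not follow the mean in osteogenic medium, at 5.80% to 6.00% in knockout and 5.57% to 5.76% in control libraries. The mean of 11 MSC surface genes was higher in knockout libraries by 0.21 in osteogenic medium (exact permutation p = 0.1). In adipogenic medium it differed by 0.04 with overlapping groups (exact permutation p = 0.6).

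Gapdh, the paper's qRT-PCR reference in osteogenic medium, was at 4.30 ± 0.142 FPKM in control and 18.9 ± 11.3 FPKM in knockout libraries there, and at 33.2 ± 23.3 and 16.9 ± 12.3 FPKM in adipogenic medium (SD, n = 3). Depth does not account for the spread, since the variance of its fragments was up to 1226 times their mean, against 18.6 for Rplp0. Of the 31-base words of its transcripts, 28.1% occur in 330 other genes, so reads lost to paralogs or pseudogenes may contribute, which the test cannot tell. The share was higher for Rplp0, at 42.8%, so shared words alone do not account for the spread of Gapdh. Rplp0, which encodes 36B4, had log2 fold changes of 0.17 (limma adjusted p = 0.0370) and 0.25 (limma adjusted p = 0.00152).

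Other CHD genes could have risen in place of Chd7. The mean of 8 of them differed by 0.0019 in osteogenic and -0.02 in adipogenic medium, where it was 0.13 when rescaled to TPM, against a shift of the median of all genes of 0.17. Higher expression of the family is not shown.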
